# Multi-Omics Analysis to Examine Gene Expression and Metabolites From Multisite Adipose-Derived Mesenchymal Stem Cells

**DOI:** 10.3389/fgene.2021.627347

**Published:** 2021-02-18

**Authors:** Chuanxi Yang, Jing Zhang, Tingting Wu, Kun Zhao, Xiaoguang Wu, Jing Shi, Wei Sun, Xiangqing Kong

**Keywords:** adipose-derived mesenchymal stem cells, gene expression, metabolites, RNA-seq, metabolomics

## Abstract

This study aimed at exploring the gene expression and metabolites among multisite adipose-derived mesenchymal stem cells (ASCs) and investigate the metabolic pathway using a multi-omics analysis. Subcutaneous adipose-derived mesenchymal stem cells (SASCs), perirenal adipose-derived mesenchymal stem cells (PASCs), and epididymal adipose-derived mesenchymal stem cells (EASCs) were isolated from Sprague Dawley rats. RNA and metabolites were extracted and sequenced using transcriptomics and metabolomics analyses, respectively. There were 720 differentially expressed genes (DEGs) in EASCs and 688 DEGs in PASCs compared with SASCs; there were 166 unique DEGs in EASCs, 134 unique DEGs in PASCs, and 554 common DEGs between EASCs and PASCs. Furthermore, there were 226 differential metabolites in EASCs, 255 differential metabolites in PASCs, 83 unique differential metabolites in EASCs, 112 unique differential metabolites in PASCs, and 143 common differential metabolites between EASCs and PASCs. The transcriptomics and metabolomics analyses identified four hub genes, one in EASCs and three in PASCs. There are functional differences among multisite ASCs that may be related to the hub genes *Atac2*, *Rrm1*, *Rrm2*, and *Gla*. The relevant signaling pathways are the Ras signaling pathway, HIF-1 signaling pathway, and the p53 signaling pathway. In conclusion, compared with SASCs, our multi-omics analysis identified that EASCs with higher *Acat2* expression may be more correlated to fat metabolism and insulin resistance, while PASCs with abnormal expression of *Rrm1/2* and *Gla* may be more correlated with some malignant tumors and cardiac-cerebral vascular disease.

## Introduction

Obesity, which poses a grave threat to humankind, has become one of the most important chronic diseases. By 2016, more than 1.9 billion adults over 18 years of age were overweight worldwide, of whom more than 650 million were obese (Chandramouli et al., 2019). Obesity has become an increasing concern because it is a major risk factor for diseases including cardiovascular disease, hypertension, dyslipidemia, diabetes, and cancer (Lopez et al., 2006; Renehan et al., 2008; Aune et al., 2016).

As early as 1956, Vague (1956) proposed that obesity as an important risk factor for cardiovascular disease is related to the distribution of adipose tissue in the human body, not just the increase of total adipose tissue. There are two types of adipose tissue in mammals: white adipose tissue (WAT), which is the main form of energy storage in the body, and brown adipose tissue (BAT). WAT is primarily composed of subcutaneous adipose tissue (SAT) and visceral adipose tissue (VAT). WAT can be enlarged by increasing adipocyte size (hypertrophy) or adipocyte number (hyperplasia); adipocyte hypertrophy is associated with adipose tissue dysfunction and inflammation, whereas hyperplasia is involved in the improvement of insulin sensitivity (Silva and Baptista, 2019). Previous studies have shown that the expansion of SAT is dominated by adipocyte hyperplasia, while VAT [including omental, mesenteric, and perirenal adipose tissue (PAT)] is primarily increased by adipocyte hypertrophy (Joe et al., 2009). Compared with SAT and VAT secretes higher levels of proinflammatory factors and lower levels of anti-inflammatory factors; therefore, it is easier to break down to increase plasma-free fatty acids (FFA). High concentrations of FFA can inhibit insulin signaling pathways in skeletal muscle and liver, induce insulin resistance, and increase the risk of diabetes and cardiovascular diseases (McFarlane et al., 2001; Sharma et al., 2001; Rocchini, 2002). Therefore, the accumulation of VAT is more closely associated with cardiovascular disease, insulin resistance, hypermetabolism, and cancer (Dobbelsteyn et al., 2001; Fox et al., 2007; Tran et al., 2008; Tchernof and Després, 2013; Silva and Baptista, 2019). In addition, compared with other VATs [such as epididymal adipose tissue (EAT)], PAT has some characteristics of BAT. In adults, PAT depot is one of the most frequent depots where BAT have been found (Svensson et al., 2014). Moreover, the expression of UCP1 in PAT is related to blood pressure (Li et al., 2015). Whereas, some investigators indicate that EAT maximum thickness is better associated with cardiovascular risk factors (Kawamoto et al., 2002; Nishina et al., 2003).

Adipose tissue is mainly composed of adipocytes (90%), nonadipocytes (preadipocytes, fibroblasts, endothelial cells, immune cells, inflammatory cells, etc.), connective tissue matrix, blood vessels, and nervous tissues (Ibrahim, 2010). Girousse et al. (2019) stated that adipocytes mainly originate from adipose-derived mesenchymal stem cells (ASCs), and Silva and Baptista (2019) demonstrated the different pathophysiologic properties of ASCs in different adipose deposits. A widely different function among Subcutaneous adipose-derived mesenchymal stem cells (SASCs), epididymal adipose-derived mesenchymal stem cells (EASCs), and perirenal adipose-derived mesenchymal stem cells (PASCs) were illustrated including a higher potential of lipogenesis in EASCs and PASCs (Jeffery et al., 2015, 2016). However, the contributions of different original ASCs in different adipose deposits are still not clear. We designed this study to investigate the functional differences among different original ASCs by multi-omics analysis.

## Results

### Functional Annotation of DEGs Among SASCs, PASCs, and EASCs

To explore the functional differences of SASCs, PASCs, and EASCs, 720 differentially expressed genes (DEGs) between EASCs and SASCs (FC >2.0, adjusted *P*-value (FDR) <0.05, 497 downregulated, and 223 upregulated), and 688 DEGs between PASCs and SASCs (FC >2.0, FDR 0.05, 468 downregulated, and 220 upregulated) were found by RNA-Seq. 

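SASCs, PASCs, and EASCs are the mesenchymal stem cells grown from the subcutaneous, perirenal, and epididymal fat of the rats, and their RNA was sequenced at passage 3. The deposited table holds 9 samples, 3 in each group, while the methods give 6 replicates in each group. The authors removed adaptors and low-quality sequence, aligned the paired-end reads of 150 bp to the rat genome rn6 with TopHat, and deposited a count for each of 35362 genes without normalization. The total counts of the samples numbered 1 to 3 were 24792355, 19170171, and 17591916 in SASCs, 27612909, 30299032, and 18678082 in PASCs, and 26686993, 23009896, and 30240496 in EASCs. Genes of ribosomal RNA took 13.6% ± 2.81 (SD, n = 3) of the counts in SASCs, 27.6% ± 5.28 (SD, n = 3) in PASCs, and 28.5% ± 12.2 (SD, n = 3) in EASCs, and the share was lower in SASCs than in the 6 other samples (two-sided exact permutation test, p = 0.0357). The counts were scaled by edgeR's TMM method, which is less affected by a few abundant genes than scaling by total counts. The 14770 genes that passed edgeR's filter on low counts were tested by its quasi-likelihood test in one model of all 9 samples, with Benjamini-Hochberg adjustment. Genes with a fold change above 2 and an adjusted p-value under 0.05 were counted as DEGs, the thresholds of the paper. Standard errors given with edgeR's values were computed back from the log2 fold change and the F statistic of that test. Replicates of one group differed by more than counting noise, with a chi-square per degree of freedom between 4.59 and 18.1. No pair was therefore taken for 1 library deposited again. This leaves open whether replicates came from separate rats or from wells of the same cells. For wells of the same cells, all p-values given here would measure the spread between wells and not between rats. The model, set before the data were examined, has no block for the replicate number, and because it is not known whether samples with the same number came from the same rat, results with the number as a block are also given. The deviations of samples with the same number from their group means had correlations across genes of 0.0169 to 0.0243. A gene at 3 counts has between 0.104 and 0.159 CPM (counts scaled to the library size after TMM) in these samples, and this limit covers counting error only. Lists of genes were compared as the median log2 fold change of their members minus that of all genes tested. The test was camera of limma, and the p-values of 16 lists in 3 comparisons were adjusted together as 48 tests. It used a preset correlation between genes, not a correlation estimated from these samples. For lists whose genes move together, its p-values may therefore be too small.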

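Between EASCs and SASCs, 4105 DEGs were counted by edgeR, of which 2103 were downregulated and 2002 upregulated. Between PASCs and SASCs there were 3979 DEGs, 2200 downregulated and 1779 upregulated. An adjusted p-value under 0.05, at any fold change, was reached by 10298 genes in EASCs and 10227 genes in PASCs. With the replicate number as a block, 4061 DEGs were counted in EASCs and 3944 in PASCs. Of the alternatives tried, a test on the mean FPKM of each group, chosen after the values had been seen, moved both counts by the largest factor, to 720 in EASCs and 688 in PASCs. With each replicate left out in turn, the DEGs numbered 4115 to 4338 in EASCs and 3957 to 4133 in PASCs.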

Using Metacore system, the top 10 different enrichments in pathway maps, GO processes, and process networks of DEGs in EASCs and PASCs are shown in Supplementary Figures 1A,B. In addition, the top scored network analyses of DEGs in EASCs were involved in regulation of smooth muscle cell proliferation (25.6%), regulation of cell population proliferation (48.8%), digestive system development (20.9%), positive regulation of smooth muscle cell proliferation (18.6%), and positive regulation of developmental process (44.2%). Whereas, DEGs in PASCs were most involved in negative regulation of GTPase activity (12.0%), negative regulation of hydrolase activity (24.0%), oncostatin-M-mediated signaling pathway (8.0%), leukemia inhibitory factor signaling pathway (8.0%), and regulation of hydrolase activity (34.0%) (Supplementary Figures 1C,D).

#### Upregulated DEGs

Specifically, the upregulated DEGs show different enrichment in pathway maps: regulation of actin cytoskeleton organization by the kinase effectors of Rho GTPases in common DEGs, role of neuregulin 1 and thymosin beta-4 in myocardium regeneration after infarction in PASCs, and transition and termination of DNA replication in EASCs. 

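A list of 40 genes of DNA replication was fixed before the counts were examined, but after the paper's supplementary tables had been read. It was upregulated in EASCs by a median log2 fold change of 1.46 above that of all genes (adjusted p = 3.79e-14, limma's camera) and in PASCs by 1.74 (adjusted p = 4.07e-23). Compared directly, the list was lower in EASCs than in PASCs, at -0.36 (adjusted p = 1.07e-07). With the replicate number as a block the 3 values were 1.47, 1.74, and -0.36. Of the alternatives, limma on log2(FPKM + 1) moved the value in EASCs the most, to 1.15. The largest log2 fold changes in EASCs were those of Cdc6 (2.72), Tk1 (2.64), Mcm5 (2.64), Cdc45 (2.63), and Gins1 (2.53), and the same genes reached Cdc6 (3.09), Tk1 (3.55), Mcm5 (3.08), Cdc45 (3.12), and Gins1 (2.94) in PASCs. As DEGs, 33 genes of the list were upregulated in EASCs and 38 in PASCs, whether p-values were adjusted over the list or over all genes. Gins1 overlaps LOC102547581 on the other strand, a gene with few counts.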

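A fixed list of 36 genes of actin filaments and the contractile apparatus had a median log2 fold change of 2.14 above that of all genes in EASCs (adjusted p = 3.02e-75, limma's camera) and of 1.72 in PASCs (adjusted p = 2.17e-47), both against SASCs. Its genes were also higher in EASCs than in PASCs, by 0.41 (adjusted p = 2.10e-35). The block for the replicate number left these values at 2.14, 1.73, and 0.41. Quantile normalization with limma on log2(FPKM + 1) gave the largest shift in EASCs, to 1.81. In EASCs the largest changes after that of Cnn1, the gene of calponin 1, were those of Acta1 (5.96), Tagln (5.59), Acta2 (5.30), and Actg2 (5.00). In PASCs the log2 fold changes of Tagln (4.67), Acta2 (4.03), Acta1 (3.79), and Tpm2 (3.66) were the largest after that of Cnn1. Acta1, Acta2, and Actg2 encode near-identical actins, among which the counting could have split reads, so their separate values are uncertain.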

Gene Ontology (GO) process enrichment analyses show the common DEGs are most relevant to actin cytoskeleton organization, the PASCs are strongly associated with supramolecular fiber organization, and the EASCs are most enriched in the mitotic cell cycle. In addition, actin filaments in common DEGs, integrin-mediated cell-matrix adhesion in PASCs, and mitosis in EASCs were seen in process networks (Figures 1A,B).

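A fixed list of 45 mitotic genes was upregulated in EASCs by a median log2 fold change of 2.61 above that of all genes (adjusted p = 4.92e-42, limma's camera, and 2.62 with the replicate block), and all 45 were DEGs. It fell the most with limma on log2(FPKM + 1), to 2.07. Nek2, which lies on chromosome 13 from 110511546 to 110524750 of rn6, rose from 2.14 ± 0.227 CPM in SASCs to 27.8 ± 3.07 CPM in EASCs (SD, n = 3 each), a log2 fold change of 3.71 (standard error 0.119, adjusted p = 1.72e-20 from edgeR's quasi-likelihood test). The next largest changes were those of Plk1 (3.50), Ube2c (3.42), Ccnb1 (3.30), and Spc24 (3.26).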

**FIGURE 1:**
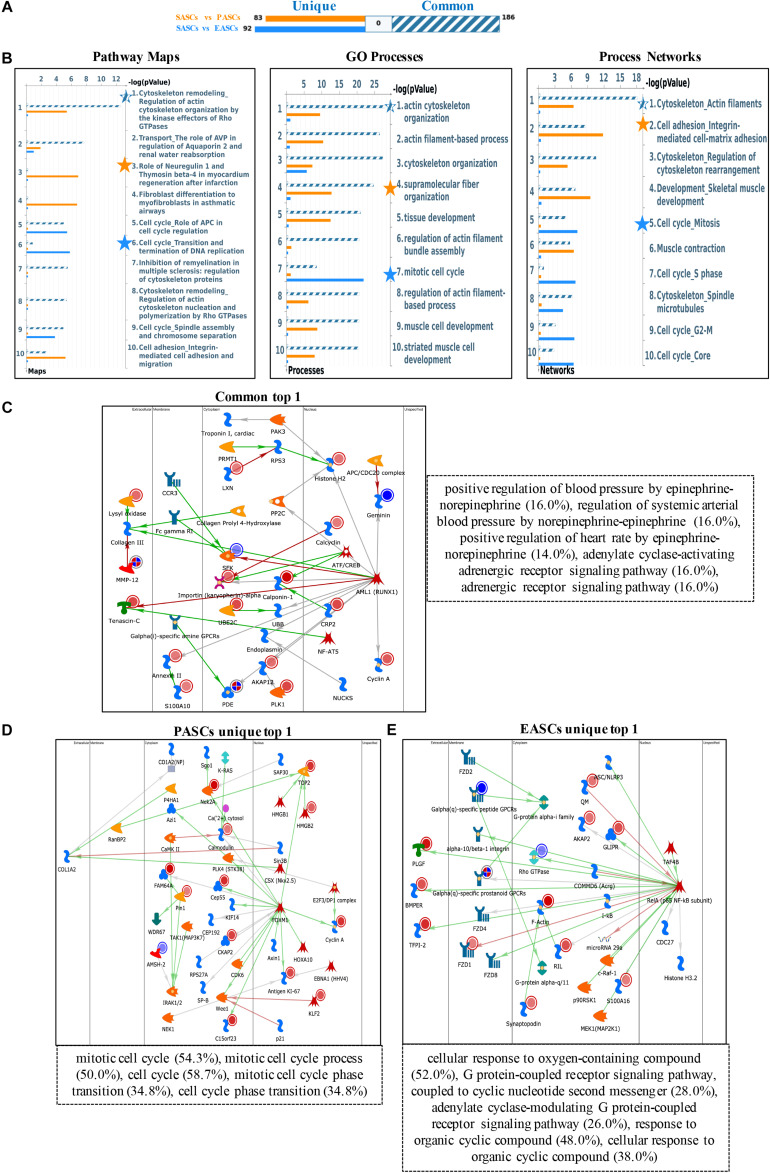
Functional annotation of upregulated DEGs among SASCs, PASCs, and EASCs. **(A)** The gene content is aligned between EASCs vs. SASCs with PASCs vs. SASCs. The intersection set of experiments is defined as “common” and marked as a blue/white striped bar. The unique genes for the experiments are marked as colored bars. **(B)** Top 10 pathway map analysis (left panel), Gene Ontology (GO) process analysis (middle panel), and process networks (right panel) analysis sorting as differentially affected for different sets of DEGs. Star filling with different colors represent the significant enrichment. **(C)** Top scored network analysis of common upregulated DEGs. **(D)** Top scored network analysis of unique upregulated DEGs in PASCs. **(E)** Top scored network analysis of unique upregulated DEGs in EASCs.

In particular, the top scored network analyses of common upregulated DEGs were found to be involved in positive regulation of blood pressure by epinephrine-norepinephrine (16.0%), regulation of systemic arterial blood pressure by norepinephrine-epinephrine (16.0%), positive regulation of heart rate by epinephrine-norepinephrine (14.0%), adenylate cyclase-activating adrenergic receptor signaling pathway (16.0%), and adrenergic receptor signaling pathway (16.0%) (Figure 1C). The unique upregulated DEGs in PASCs were most participated in the mitotic cell cycle (54.3%), mitotic cell cycle process (50.0%), cell cycle (58.7%), mitotic cell cycle phase transition (34.8%), and cell cycle phase transition (34.8%) (Figure 1D). 

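In PASCs the 45 mitotic genes were likewise all upregulated DEGs, with a median log2 fold change of 3.29 above that of all genes (adjusted p = 1.84e-71, limma's camera, and 3.29 with the replicate block). Nek2 stood at 43.4 ± 0.980 CPM in PASCs (SD, n = 3), with a log2 fold change of 4.35 against SASCs (standard error 0.116, adjusted p = 3.01e-22, edgeR). The log2 fold changes of Plk1 (4.06), Ccnb1 (4.02), Ube2c (3.96), and Spc24 (3.94) followed. Between EASCs and PASCs the list differed by -0.67 (adjusted p = 7.56e-27, and -0.67 with the block), and the log2 fold changes of its genes lay between -0.96 and -0.35, all lower in EASCs.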

The unique upregulated DEGs in EASCs showed the top scored network is a cellular response to oxygen-containing compound (52.0%), G protein-coupled receptor signaling pathway, coupled to cyclic nucleotide second messenger (28.0%), adenylate cyclase-modulating G protein-coupled receptor signaling pathway (26.0%), response to organic cyclic compound (48.0%), and cellular response to organic cyclic compound (38.0%) (Figure 1E).

#### Downregulated DEGs

To further explore the different functions among the ASCs derived from three adipose deposits, we performed multilevel analyses including pathway maps, GO processes, and process networks with downregulated DEGs. 

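Of 27 genes of the complement system in a fixed list, 21 had enough counts to be tested. Their median log2 fold change against SASCs, relative to all genes, was -1.39 in EASCs (adjusted p = 1.07e-07, limma's camera) and -1.52 in PASCs (adjusted p = 2.87e-11), and it was 0.66 between EASCs and PASCs (adjusted p = 3.87e-04). With the replicate block the values were -1.41, -1.53, and 0.66. Quantile normalization with limma on log2(FPKM + 1) moved the value in EASCs the most, to -0.82. C4b, on chromosome 20 from 4302344 to 4316752 of rn6, fell from 596 ± 10.2 CPM in SASCs to 7.06 ± 1.62 CPM in PASCs and 6.01 ± 1.28 CPM in EASCs (SD, n = 3 each), but its values are uncertain, since C4a is a near-identical copy. The other large log2 fold changes in EASCs were those of C7 (-4.62), C6 (-4.12), Cfi (-3.41), and C1s (-2.91). In PASCs, C7 changed the most, followed by C4b (-6.42), C6 (-5.49), Serping1 (-4.07), and C3 (-3.60). Cfi overlaps Ccdc109b in the annotation, which could share its reads. C1qa, C1qb, and C1qc of the complement list are also in a list of macrophage markers, and Cfd in a list of adipocyte markers.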

First, common downregulated DEGs were enriched in the classical complement pathway about pathway maps, response to organic substance about GO processes, and complement system about process networks. 

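A fixed list of 25 genes of cholesterol biosynthesis and its control by the SREBP transcription factors was downregulated in EASCs, with a median log2 fold change of -1.15 relative to all genes (adjusted p = 1.40e-16, limma's camera). In PASCs the median was -0.14 and did not pass the threshold (adjusted p = 0.109). The direct comparison of EASCs with PASCs gave -1.04 (adjusted p = 3.01e-59). With the replicate block the 3 medians were -1.15, -0.13, and -1.04. Quantile normalization with limma on log2(FPKM + 1), which moved the list the most in PASCs, gave -0.26 there (adjusted p = 0.0167). In a list of 11 genes of fatty acid synthesis the median was -1.35 in EASCs (adjusted p = 4.27e-10) and -0.36 in PASCs (adjusted p = 0.00200), and -1.35 and -0.36 with the replicate block. In EASCs, 16 of the genes of cholesterol biosynthesis were downregulated DEGs, and in PASCs 4. Among the downregulated DEGs in EASCs were Tm7sf2 (-3.61), Insig1 (-3.22), Lss (-2.34), and Hmgcs1 (-1.98), with their log2 fold changes. Tm7sf2 was at 39.4 ± 2.88 CPM in SASCs, 7.58 ± 0.581 CPM in PASCs, and 3.23 ± 0.215 CPM in EASCs (SD, n = 3 each). Insig1 and Lss overlap other annotated genes, Kmt2c and Spatc1l, and their counts could include reads of those genes.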

Second, the unique downregulated DEGs of PASCs were involved in SCAP/SREBP transcriptional control of cholesterol and FA biosynthesis about pathway maps, response to oxygen-containing compound about GO processes, and feeding and neurohormone signaling about process networks. Third, the unique downregulated DEGs of EASCs were most relevant to oncostatin M signaling *via* Jak-Stat about pathway maps, cellular response to organic substance about GO processes, and amyloid proteins about process networks (Figures 2A,B).

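Genes of oncostatin M signaling were chosen after their values had been seen. Lifr, on chromosome 2 from 56424918 to 56489346 of rn6, had a log2 fold change of -2.73 in EASCs (standard error 0.0976, adjusted p = 2.22e-19 from edgeR) and of -3.69 in PASCs (standard error 0.107, adjusted p = 2.06e-21), so that it was higher in EASCs than in PASCs by 0.96 (adjusted p = 4.23e-07). Lifr and Osmr overlap genes with few counts, LOC103691478 and LOC102552296. Osmr was at 449.6 ± 27.3 CPM in SASCs, 256 ± 22.9 CPM in PASCs, and 463 ± 11.7 CPM in EASCs (SD, n = 3 each), a log2 fold change of 0.04 in EASCs (adjusted p = 0.550) and -0.81 in PASCs (adjusted p = 5.02e-12). Without TMM the change of Osmr in EASCs was -0.35, where the median of all genes moved to -0.39. Il6st, the shared receptor subunit gp130, fell by similar amounts in EASCs (-2.03) and PASCs (-1.95), and Socs3 changed by -3.08 and -3.11. The chemokine gene Ccl2 had a log2 fold change of -0.97 in PASCs (adjusted p = 4.07e-15), whereas its change in EASCs was 0.13, and -0.26 without TMM, which is also above that median.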

**FIGURE 2:**
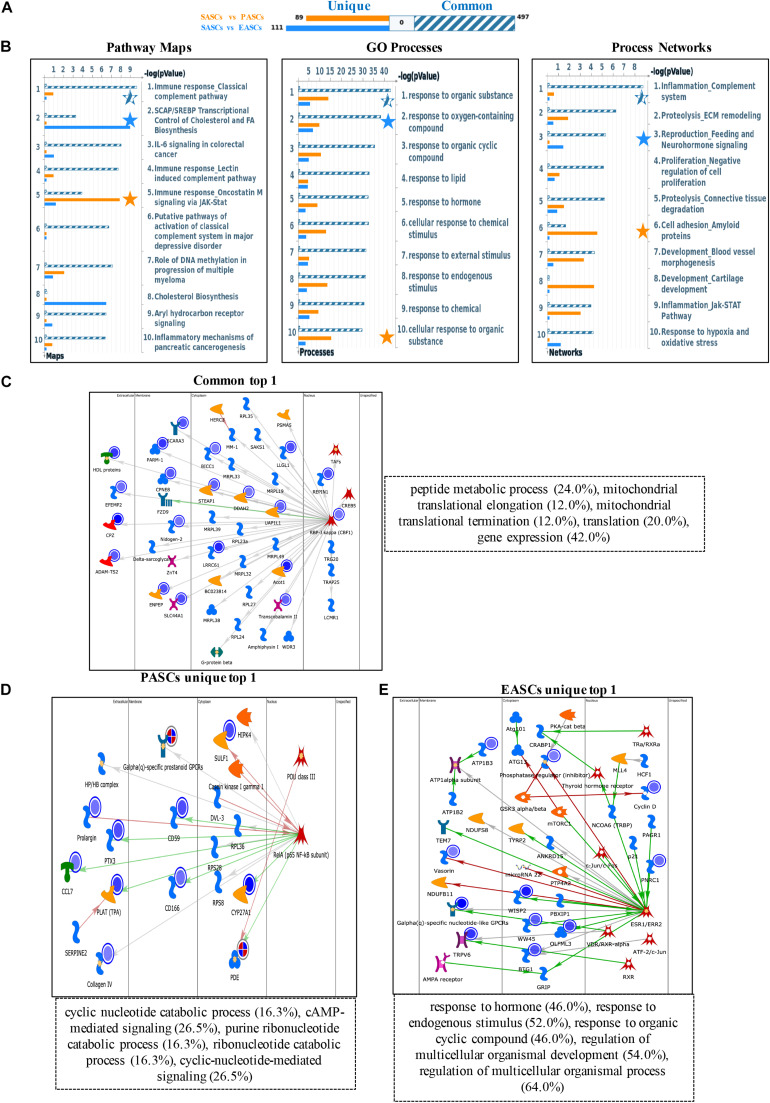
Functional annotation of downregulated DEGs among SASCs, EASCs, and PASCs. **(A)** The gene content is aligned between EASCs vs. SASCs with PASCs vs. SASCs. The intersection set of experiments is defined as “common” and marked as a blue/white striped bar. The unique genes for the experiments are marked as colored bars. **(B)** Top 10 pathway map analysis (left panel), Gene Ontology (GO) process analysis (middle panel), and process networks (right panel) analysis sorting as differentially affected for different sets of DEGs. Star filling with different color represent the significant enrichment. **(C)** Top scored networks analysis of common downregulated DEGs. **(D)** Top scored networks analysis of unique downregulated DEGs in PASCs. **(E)** Top scored networks analysis of unique downregulated DEGs in EASCs.

Similarly, the top scored network analyses of common downregulated DEGs were found to be most associated with peptide metabolic process (24.0%), mitochondrial translational elongation (12.0%), mitochondrial translational termination (12.0%), translation (20.0%), and gene expression (42.0%) (Figure 2C). The unique downregulated DEGs in PASCs were involved in cyclic nucleotide catabolic process (16.3%), cAMP-mediated signaling (26.5%), purine ribonucleotide catabolic process (16.3%), ribonucleotide catabolic process (16.3%), and cyclic-nucleotide-mediated signaling (26.5%) (Figure 2D). Additionally, the unique downregulated DEGs in EASCs showed the top scored network is in response to hormone (46.0%), response to the endogenous stimulus (52.0%), response to organic cyclic compound (46.0%), regulation of multicellular organismal development (54.0%), and regulation of multicellular organismal process (64.0%) (Figure 2E).

### Analysis of Metabolic Pathways in SASCs, EASCs, and PASCs

To reduce systematic and technical bias, metabolomics data were normalized and the metabolic data were normally distributed (Supplementary Figure 2). Principal component analysis (PCA) suggested that SASCs vs. PASCs and SASCs vs. EASCs could be distinguished, allowing for the determination of differentiated metabolites (Supplementary Figure 2).

Two hundred and fifty-five differential metabolites in PASCs were found compared with SASCs (FC >2.0, FDR <0.05). MetaboAnalysis 3.0 was used to analyze the metabolic pathways of significantly different metabolites. The results showed that the differential metabolites were primarily involved in seven metabolic pathways (Figures 3A,B). Similarly, 226 (FC >2.0, FDR <0.05) differential metabolites were identified in EASCs, and the differential metabolites were primarily involved in six major metabolic pathways (Figures 3C,D). There were four common metabolic pathways between the two comparisons.

**FIGURE 3:**
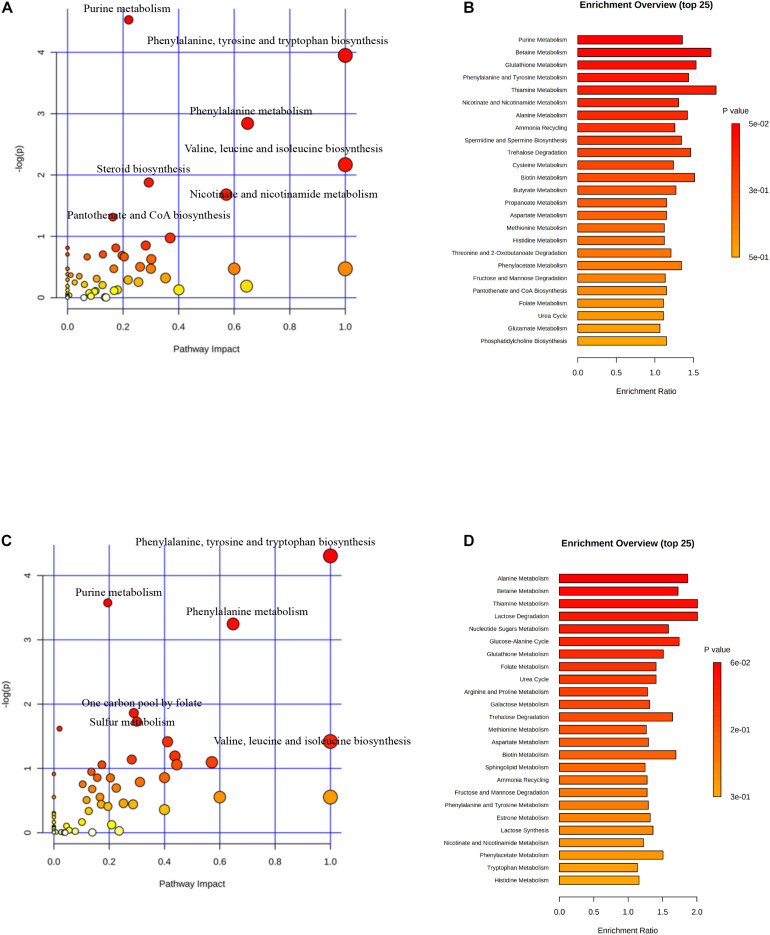
Analysis of metabolic pathways in SASCs, EASCs, and PASCs. **(A)** Analysis of metabolic pathways of differential metabolites between SASCs and PASCs. The color depends on the *P*-value, and the size of the circle represents the degree of correlation. **(B)** Top 25 enrichment of differential metabolites between SASCs and PASCs, and the *P*-value represents the enrichment level, the darker the orange, the greater the *P*-value; the length of the bar represents the amounts of metabolites. **(C)** Analysis of metabolic pathways of differential metabolites between SASCs and EASCs. **(D)** Top twenty-five enrichment of differential metabolites between SASCs and EASCs.

### Analysis of Unique Differential Metabolites Between EASCs and PASCs

To further explore the differences of differential metabolites of ASCs among the three adipose deposits, we analyzed the differential metabolites of SASCs vs. EASCs and SASCs vs. PASCs and found that compared with SASCs, there were 143 common differential metabolites between EASCs and PASCs (FC >2.0, FDR <0.05) (Supplementary Table 1), 83 unique differential metabolites in EASCs (FC >2.0, FDR <0.05) (Supplementary Table 2), and 112 unique differential metabolites in PASCs (FC >2.0, FDR <0.05) (Figure 4A and Supplementary Table 3). Pathway analysis revealed that the unique differential metabolites in EASCs involved one carbon pool by folate, methane metabolism, starch and sucrose metabolism, galactose metabolism, porphyrin, and chlorophyll metabolism (Figures 4B,C), whereas the unique metabolites in PASCs mainly involved six metabolic pathways, including ascorbate and aldarate metabolism; glycine, serine, and threonine metabolism; starch and sucrose metabolism; steroid biosynthesis; terpenoid backbone biosynthesis; porphyrin and chlorophyll metabolism; and one carbon pool by folate (Figures 4D,E).

**FIGURE 4:**
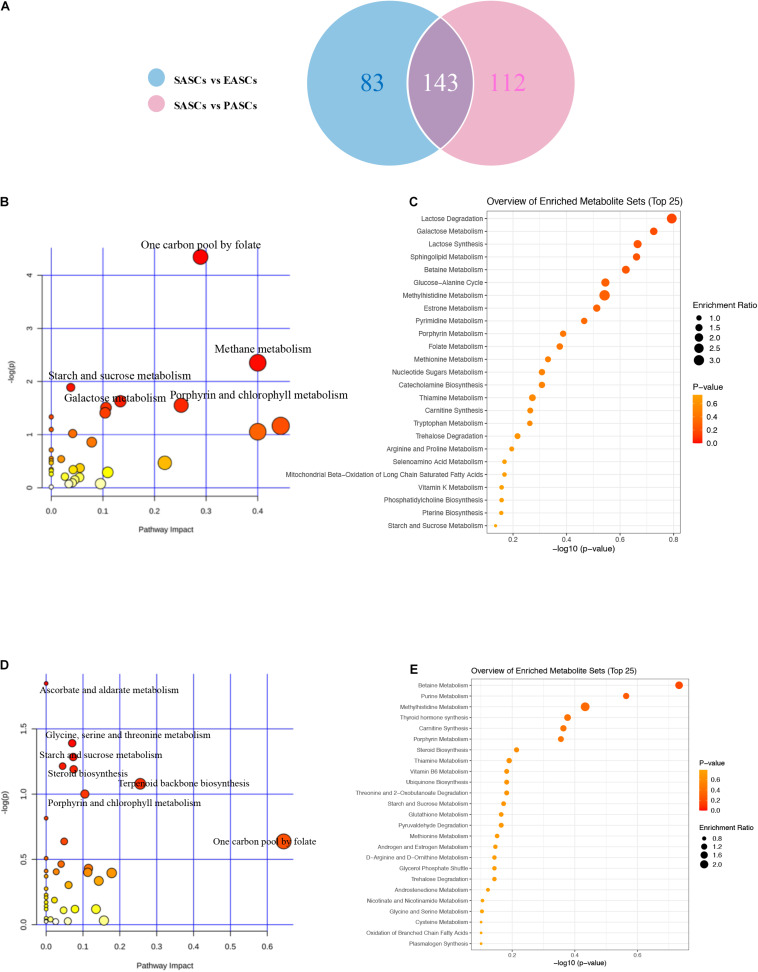
Analysis of unique differential metabolites in SASCs, EASCs, and PASCs. **(A)** A Wayne chart of differential metabolites between SASCs vs. EASCs with SASCs vs. PASCs. **(B)** Analysis of metabolic pathways of unique differential metabolites between SASCs and EASCs. **(C)** Overview of the enrichment of unique differential metabolites between SASCs and EASCs. **(D)** Analysis of metabolic pathways of unique differential metabolites between SASCs and PASCs. **(E)** Overview of the enrichment of unique differential metabolites between SASCs and PASCs.

### Integrative Analysis of Multi-Omics Data

We analyzed the association between DEGs and differential metabolites among three ASC adipose deposits. 

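The genes with labels in the heat map of Fig. 5A, Itgb1, Cald1, Vcan, Scd, Il1rl1, Tagln2, Ltbp2, Vcl, Mfge8, Akap2, Slc38a2, RGD1559896, Mgat1, Ctdsp2, Fzd1, Grem1, Mylk, Fasn, LOC102555223, and Lamb2, were all among the genes tested in EASCs against SASCs. Of these 20 genes, 13 were upregulated and 7 downregulated in EASCs, and 15 were DEGs by edgeR's test. Their log2 fold changes lay between that of Scd and that of Mylk. Scd, which encodes stearoyl-CoA desaturase, was at 1652 ± 14.8 CPM in SASCs and 506 ± 15.1 CPM in EASCs (SD, n = 3 each), a log2 fold change of -1.71 (standard error 0.0565, adjusted p = 3.78e-20). Mylk, the gene of myosin light chain kinase, rose from 87.9 ± 2.82 to 630.5 ± 10.5 CPM (SD, n = 3 each), a log2 fold change of 2.84 (standard error 0.0567, adjusted p = 4.75e-25). Tagln2 and LOC102555223 overlap each other on opposite strands, and LOC102555223 has the lower counts, so its values are uncertain. Itgb1, Vcan, and Akap2 overlap other genes with counts, and Cald1 and Mylk genes without any.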

In EASCs, the heat map and association analysis network diagram show the top 20 DEGs and differential metabolites and the correlation between DEGs and metabolites by Pearson correlation analysis with *P*-value <0.05 (Figures 5A,B), including 18 differential metabolites and 19 DEGs. 

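Acat2 lies on the plus strand of chromosome 1 from 47972399 to 47992654 in rn6, where the table also lists Vom2r6 on the minus strand with 0 counts in every sample. Acat2 had 743 to 1205 counts in SASCs, 780 to 1220 in PASCs, and 386 to 445 in EASCs. After TMM normalization it was at 39.4 ± 2.85 CPM in SASCs, 44.3 ± 2.73 CPM in PASCs, and 17.8 ± 1.91 CPM in EASCs (SD, n = 3 each). Its log2 fold change in EASCs against SASCs was -1.15 (standard error 0.0841, adjusted p = 1.95e-12 from edgeR's quasi-likelihood test, and -1.14 with the replicate block). Every sample of EASCs was below every sample of SASCs (two-sided exact permutation test, p = 0.1, the smallest that 3 samples against 3 allow). In PASCs the log2 fold change of 0.17 against SASCs did not pass the threshold (standard error 0.0784, adjusted p = 0.0564). It passed with only the samples of the 2 groups compared (adjusted p = 0.0363), with scaling by the median, and without SASCs replicate 1 or PASCs replicate 3. Without TMM it was -0.16, where the median of all genes was -0.33. The difference between EASCs and PASCs was -1.32 (standard error 0.0838, adjusted p = 6.89e-13). Scaling by total counts without TMM, chosen after the values had been seen, moved the log2 fold change in EASCs the most, to -1.55, and with each replicate left out in turn it stayed between -1.23 and -1.08.

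**Figure D1:**
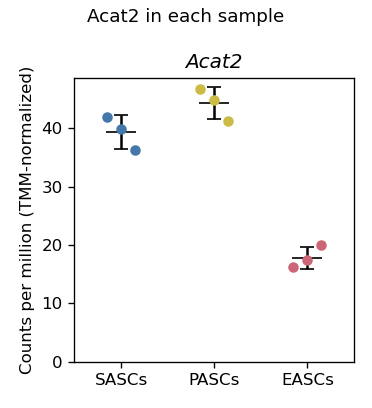
TMM-normalized CPM of Acat2 in each sample of SASCs, PASCs, and EASCs, with 1 point per sample, the mean of each group, and the SD as the error bar. The samples of EASCs sit between 16.2 and 19.9, those of SASCs between 36.3 and 41.9, and those of PASCs between 41.3 and 46.7.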

The results showed that the *acetyl coenzyme A acetyltransferase 2* (*Acat2*) gene (the top 10 nodes ranked by MCC and degree ≥6, Supplementary Figure 3 and Supplementary Table 4) was associated with nine metabolites in 10 metabolic pathways, including seven downregulated and two upregulated metabolites in the Kyoto Encyclopedia of Genes and Genomes (KEGG) Markup Language (KGML) network analysis (Figure 5C). Similarly, the correlation analysis between DEGs and differential metabolites in SASCs and PASCs showed that 20 DEGs were closely related to 9 differential metabolites. 

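All 20 genes labelled in Fig. 6A were tested in PASCs against SASCs, where 11 were upregulated, 9 downregulated, and 12 DEGs by edgeR's test. The largest decrease was that of Sulf1, at -1.55 (standard error 0.0541, adjusted p = 1.34e-19), from 720.5 ± 25.8 to 246 ± 8.20 CPM (SD, n = 3 each). Cd55 rose the most, from 287 ± 11.7 to 1255 ± 50.2 CPM (SD, n = 3 each), a log2 fold change of 2.13 (standard error 0.0567, adjusted p = 3.18e-22). Sulf1 overlaps Ube2w on the other strand, Gpc1 overlaps Ppp1r7 and Ankmy1, and Prelp, Lrrc59, Osmr, and Plp2 also overlap other genes with counts. Gapdh, also among the 20 genes, has many near-identical copies, so the values of these genes carry that uncertainty.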

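Rrm1, the large subunit of ribonucleotide reductase, lies on the plus strand of chromosome 1 from 167538387 to 167562688 in rn6. It was at 36.0 ± 2.57 CPM in SASCs, 131 ± 3.71 CPM in PASCs, and 109.9 ± 7.26 CPM in EASCs (SD, n = 3 each), from at least 682 counts in any sample. The log2 fold change in PASCs against SASCs was 1.86 (standard error 0.0647, adjusted p = 1.20e-19 from edgeR), and EASCs were lower than PASCs by a log2 fold change of -0.25 (standard error 0.0602, adjusted p = 0.00203), a difference that did not pass without TMM (adjusted p = 0.216). Rrm2, the small subunit, is on the plus strand of chromosome 6 from 43884627 to 43890818, and its expression was 45.9 ± 3.52 CPM in SASCs, 137 ± 3.20 CPM in PASCs, and 88.3 ± 2.16 CPM in EASCs (SD, n = 3 each). Its log2 fold change in PASCs was 1.58 (standard error 0.0606, adjusted p = 1.10e-18), that between EASCs and PASCs -0.64 (standard error 0.0581, adjusted p = 1.01e-09). Gla, the lysosomal alpha-galactosidase, lies on the minus strand of chromosome X from 105405675 to 105417332. It fell from 65.1 ± 3.17 CPM in SASCs to 27.5 ± 0.997 CPM in PASCs and was at 47.9 ± 2.18 CPM in EASCs (SD, n = 3 each). The log2 fold change of Gla was -1.25 in PASCs against SASCs (standard error 0.0672, adjusted p = 2.47e-15) and 0.80 in EASCs against PASCs (standard error 0.0680, adjusted p = 2.38e-10). In EASCs against SASCs, the log2 fold changes were 1.61 for Rrm1, 0.94 for Rrm2, and -0.44 for Gla. The replicate block gave 1.86, 1.58, and -1.25 for the 3 genes in PASCs. Samples of PASCs and SASCs did not overlap for any of the 3 genes (two-sided exact permutation test, p = 0.1 each, the smallest possible). Leaving out each replicate in turn kept the log2 fold change in PASCs between 1.81 and 1.91 for Rrm1, 1.53 and 1.64 for Rrm2, and -1.28 and -1.21 for Gla.

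**Figure D2:**
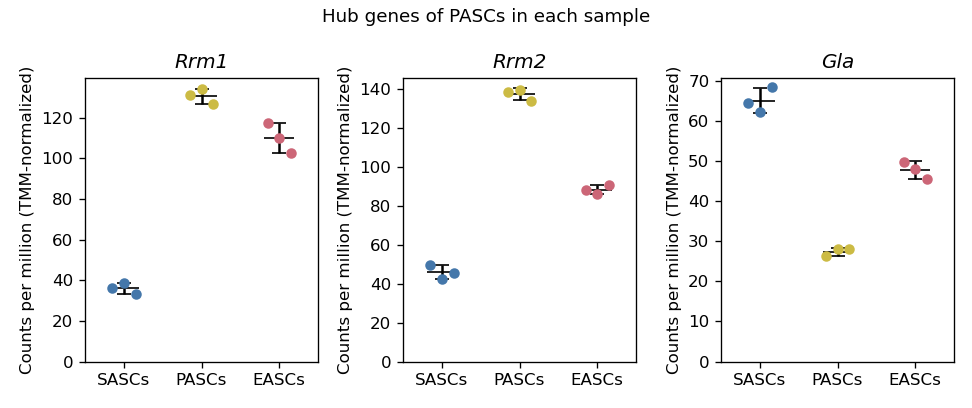
TMM-normalized CPM of Rrm1, Rrm2, and Gla in each sample of SASCs, PASCs, and EASCs, with 1 point per sample, the mean of each group, and the SD as the error bar. PASCs lie between 127 and 134 for Rrm1, 134 and 139.7 for Rrm2, and 26.3 and 28.1 for Gla, with EASCs between PASCs and SASCs for each gene.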

KGML network analysis showed that the *Rrm1/Rrm2* gene (the top 10 nodes ranked by MCC and degree ≥6, Supplementary Figure 3 and Supplementary Table 5) was closely related to 11 metabolites in six metabolic pathways, including five downregulated and six upregulated metabolites; the *Galactosidase alpha* (*Gla*) gene (the top 10 nodes ranked by MCC and degree ≥6, Supplementary Figure 3 and Supplementary Table 5) was closely related to four metabolites in six metabolic pathways, including one downregulated and three upregulated metabolites (Figures 6A–C).

**FIGURE 5:**
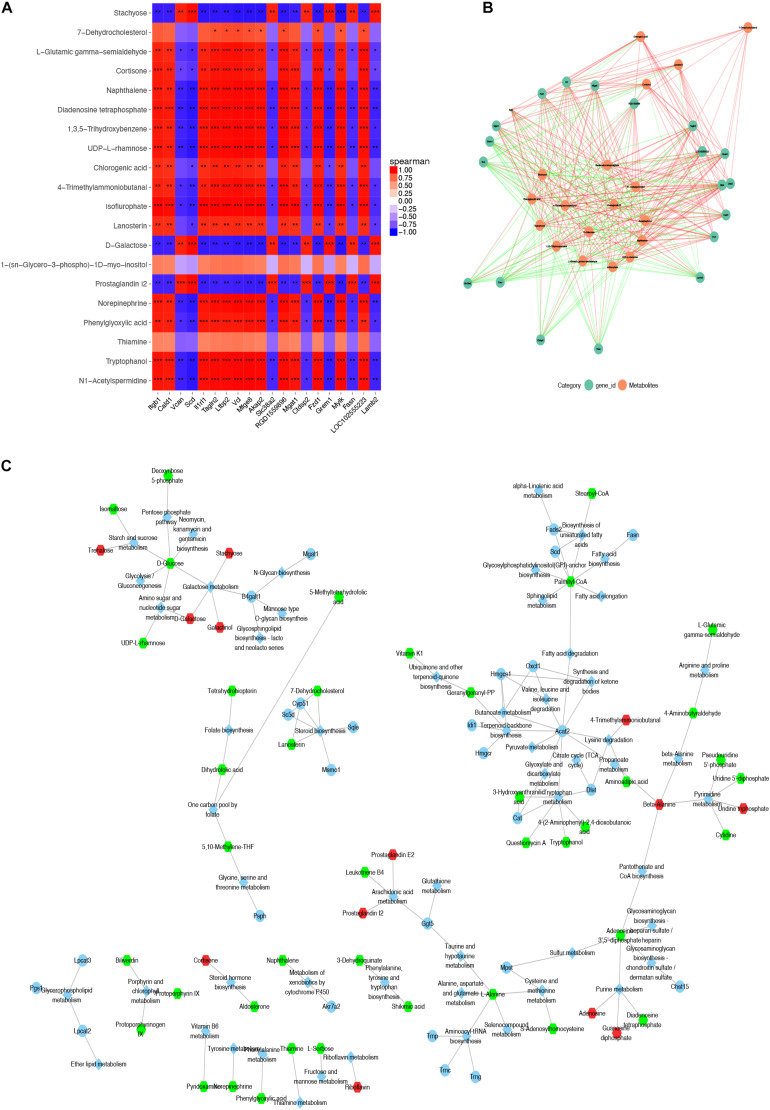
Combined analysis of DEGs and expression of differential metabolites in SASCs and EASCs. **(A)** A heat map of the top 20 DEGs and differential metabolites in SASCs and EASCs; the horizontal axis represents DEGs, and the vertical represents regulated metabolites. In the figure, red indicates a positive correlation, and blue indicates a negative correlation. The deeper the color, the greater the correlation. **(B)** The PPI network of the DEGs and differential metabolites. The red line indicates a positive correlation, the green line indicates a negative correlation, and the thickness of the line represents the correlation coefficient. **(C)** KGML network analysis of DEGs and differential metabolites in SASCs and EASCs. The circles represent genes, hexagons represent metabolites, and diamonds represent pathways. Red indicates upregulated genes or metabolites, and green indicates downregulated genes or metabolites. ***P < 0.001, correlation; **P < 0.01, correlation; *P < 0.05, correlation.

**FIGURE 6:**
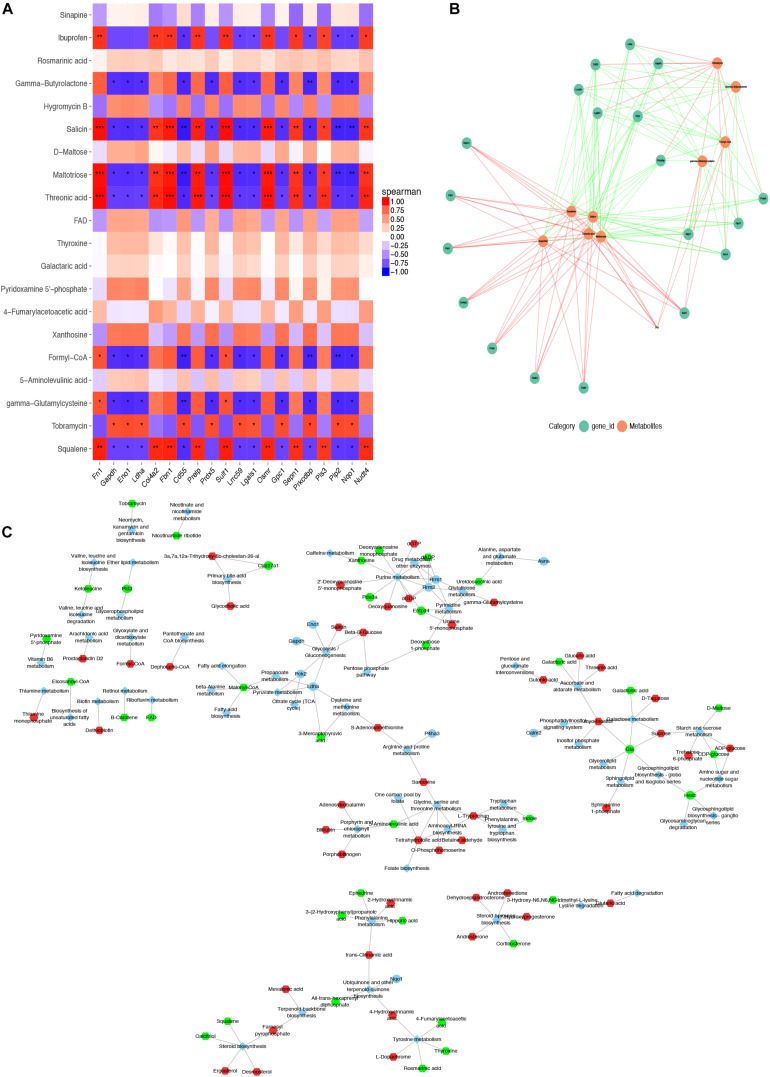
Combined analysis of DEGs and differential metabolites expression in SASCs and PASCs. **(A)** The heat map of the top 20 DEGs and differential metabolites in SASCs and PASCs. **(B)** The PPI network of the DEGs and differential metabolites. **(C)** KGML network analysis of DEGs and differential metabolites. ***P < 0.001, correlation; **P < 0.01, correlation; *P < 0.05, correlation.

### Analysis of Common DEGs and Metabolites Among SASCs, EASCs, and PASCs

There were 554 common trend DEGs (FC >2.0, FDR <0.05) (Supplementary Table 6) and 143 common differential metabolites (FC >2.0, FDR <0.05) (Supplementary Table 1) among SASCs, EASCs, and PASCs. 

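In both EASCs and PASCs, 3108 genes were DEGs with the same direction against SASCs, 1442 upregulated and 1666 downregulated. Another 9 genes were DEGs in both with opposite directions. With the replicate block the common DEGs numbered 3079, and with each replicate left out in turn 3075 to 3170. Of the 553 genes in Supplementary Table 6, 487 were DEGs by edgeR's test in both EASCs and PASCs.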

GO analysis of common DEGs showed the top 10 significantly enriched BPs, CCs, and MFs (Figure 7A). The results of the KEGG analysis showed that common DEGs participated in several information processing pathways including apoptosis, the TGF-beta signaling pathway, Rap1 signaling pathway, cytokine–cytokine receptor interaction, regulation of actin cytoskeleton, PI3K-Akt signaling pathway, focal adhesion, and lysosome (Figure 7B). 

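Among these pathways, the lysosome was examined with a fixed list of 35 genes, all of which were tested. The list was downregulated against SASCs by a median log2 fold change of -0.93 relative to all genes in EASCs (adjusted p = 8.26e-12, limma's camera) and of -1.14 in PASCs (adjusted p = 1.71e-20), and the block for the replicate number gave -0.93 and -1.14. The downregulated DEGs of the list numbered 13 in EASCs and 23 in PASCs, and the upregulated DEGs 2 and 1. Against the direction of the list, Ctss rose in EASCs by a log2 fold change of 2.17 (standard error 0.161, adjusted p = 2.50e-12, edgeR). Ctsz also rose in EASCs, by 1.01, and Ctss rose in PASCs by 1.06. The largest decreases in EASCs were those of Ctsc (-1.84), Lgmn (-1.59), Gaa (-1.48), and Ctsb (-1.36). In PASCs they were those of Ctsc (-2.85), Lgmn (-2.21), Ctsh (-1.85), and Ctsb (-1.80).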

Common differential metabolites were primarily involved in five metabolic pathways, including phenylalanine, tyrosine, and tryptophan biosynthesis; phenylalanine metabolism; purine metabolism; valine, leucine, and isoleucine biosynthesis; and nicotinate and nicotinamide metabolism (Figures 7C,D). 

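The heat map of Fig. 8A has labels for 20 genes, Rn45s, Rn18s, LOC103693756, Actb, Thbs1, Flna, Cxcl12, Dcn, Ctgf, Lrp1, Mmp2, Lox, Tagln, Fbln2, Actg1, Tmsb4x, Tnc, Fstl1, Fth1, and Ctsb, of which 14 were upregulated and 6 downregulated in EASCs against SASCs. By edgeR's test 19 of them were DEGs in EASCs, and the remaining gene, Fth1, had a log2 fold change of -0.86 (adjusted p = 6.93e-13). Dcn, which encodes the matrix proteoglycan decorin, fell from 6879.8 ± 155 CPM in SASCs to 218 ± 10.7 CPM in PASCs and 301 ± 16.6 CPM in EASCs (SD, n = 3 each), and its log2 fold change in EASCs was -4.52 (standard error 0.0691, adjusted p = 1.51e-27). Tagln, the gene of transgelin, rose the most of the 20 genes, from 74.2 ± 4.71 to 3583 ± 172 CPM in EASCs (SD, n = 3 each). The upregulated genes include ribosomal RNA genes (Rn45s, Rn18s) and genes with near-identical copies (Actb, Actg1, Tmsb4x). Their counts depend on how reads that match several genes were assigned. The ribosomal RNA genes also varied widely between replicates. Rn45s ran from 73497 to 271304 CPM in EASCs, with 65881 CPM in SASCs replicate 1. LOC103693756 varied in the same order, and was lower in EASCs replicate 2 (3387 CPM) than in SASCs replicate 1 (3626 CPM). The cause of this spread was not tested. Mmp2, Lox, and Fth1 overlap other genes with counts on the other strand.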

Figures 8A,B shows the results of the correlation heat map and correlation network map of common DEGs and differential metabolites.

**FIGURE 7:**
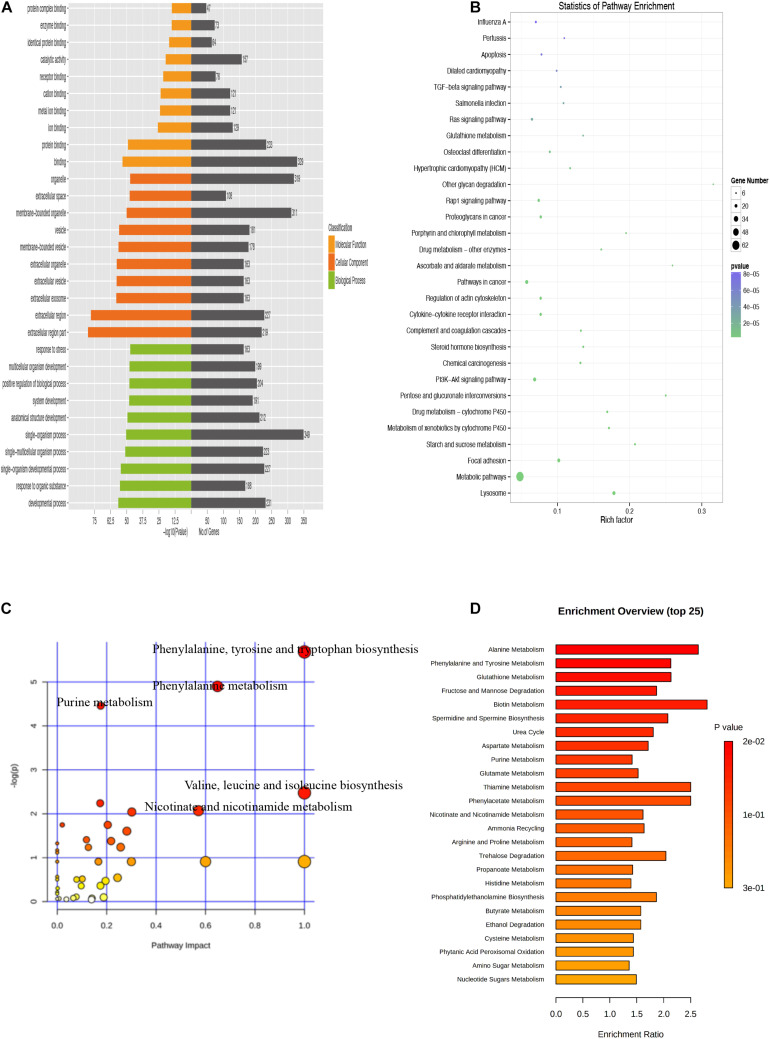
Analysis of common DEGs and metabolites among SASCs, EASCs, and PASCs. **(A)** Enriched GO terms of common DEGs among SASCs, EASCs, and PASCs. **(B)** Enriched KEGG pathways of common DEGs. **(C)** Analysis of metabolic pathways of common differential metabolites among SASCs, EASCs, and PASCs. **(D)** Top 25 enrichment of common differential metabolites.

**FIGURE 8:**
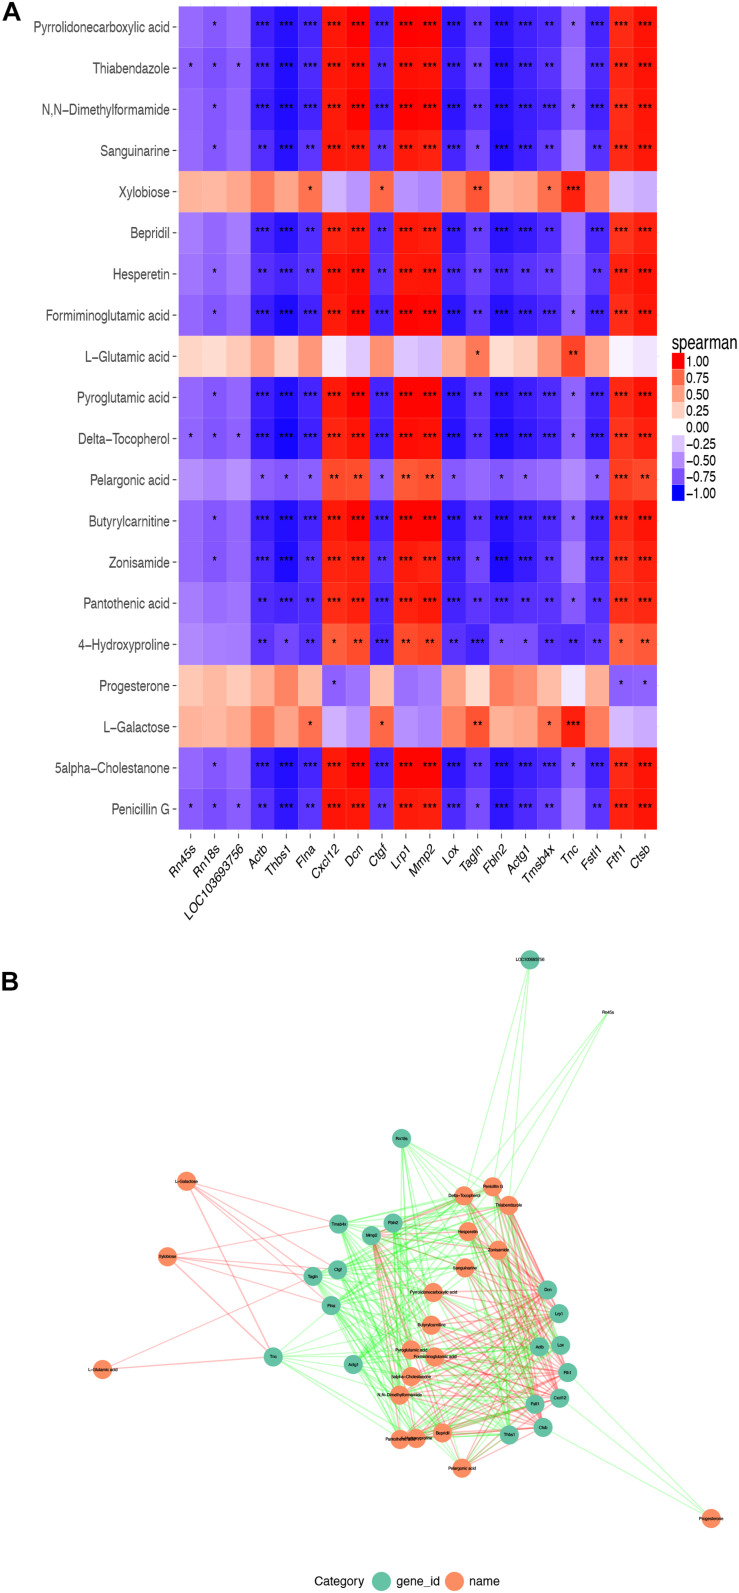
Correlation heat map and correlation network map of common DEGs and differential metabolites. **(A**) A heat map of the top 20 common DEGs and differential metabolites among SASCs, EASCs, and PASCs. **(B)** The PPI network of common DEGs and differential metabolites. Notes: ***P < 0.001, correlation*;* **P < 0.01, correlation; *P < 0.05, correlation.

## Discussion

Adipose tissue, which is divided into BAT and WAT, including SAT and VAT, is the main metabolic store in the human body. Compared with VAT, the enlargement of the SAT can be beneficial to patients by improving insulin sensitivity and reducing the risk of type II diabetes (Hoffstedt et al., 2010; Arner et al., 2011; Dalmas et al., 2015). Conversely, excessive accumulation of VAT increases the risk of diseases such as type II diabetes and cardiovascular disease.

According to previous studies, VAT secretes higher levels of proinflammatory factors and lower levels of anti-inflammatory factors, decomposes FFA, and increases plasma more easily than SAT. As reported, high concentrations of FFA can inhibit insulin signaling pathways in skeletal muscle and liver, induce insulin resistance, and eventually increase the risk of diabetes and cardiovascular diseases. In addition, blood pressure can be elevated by activation of the renin-angiotensin-aldosterone system, the sympathetic nervous system, and mechanisms related to insulin resistance (McFarlane et al., 2001; Sharma et al., 2001; Rocchini, 2002). Therefore, measuring waist circumference to quantify VAT can be used as an independent risk factor for type II diabetes, cardiovascular disease, and cancer (Dobbelsteyn et al., 2001; Tchernof and Després, 2013).

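The largest changes were taken among DEGs that reached an FPKM of 10 in the higher group and changed the same way in every replicate. In EASCs against SASCs, Cdh3, which encodes P-cadherin and lies on chromosome 19 from 38668953 to 38719823 of rn6, was at 65.8 ± 1.86 CPM (SD, n = 3) and had 2 to 3 counts in SASCs, which makes it at least 449-fold higher. It was followed by Prss35 (7.75), Olr1 (7.11), Cnn1 (6.99), and Bmp6 (6.23), as log2 fold changes. Prss35, on chromosome 8 from 94423808 to 94440509, rose from 0.756 ± 0.0307 CPM in SASCs to 89.6 ± 2.60 CPM in PASCs and 164 ± 6.94 CPM in EASCs (SD, n = 3 each). On the lower side were Sned1 (-7.74), Igfbp5 (-7.41), Nptx1 (-7.11), and Hoxc10 (-7.07), and Mlana, which had 0 counts in every sample of EASCs and was at least 65.5-fold lower there. In PASCs against SASCs, Anxa8 was at least 193-fold higher, with 0 to 3 counts in SASCs, and Prss35 (6.88), PCOLCE2 (6.58), Krt7 (6.15), and Cnn1 (5.43) came next. Ptn, with 0 to 2 counts in PASCs, was at least 312-fold lower, and Mlana, with 0 to 1 counts, at least 55.3-fold lower, beside Igfbp5 (-9.38), Sned1 (-7.56), and C7 (-7.45). The adjusted p-values of these genes from edgeR's test were 4.09e-15 or lower, the largest being that of Mlana in PASCs. Olr1 and Sned1 each overlap another gene on the same strand, Klra5 and Ppp1r7, so their counts could hold reads of both.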

In this study, SASCs, EASCs, and PASCs were extracted from three different adipose deposits in rats, and transcriptomics and metabolomics analyses were used to reveal that there were 720 DEGs in EASCs and 688 DEGs in PASCs compared with SASCs. In addition, there were 166 unique DEGs in EASCs (Supplementary Table 7), 134 unique DEGs in PASCs (Supplementary Table 8), and 554 common DEGs between EASCs and PASCs. Furthermore, there were 226 differential metabolites in EASCs, 255 differential metabolites in PASCs, 83 unique differential metabolites in EASCs, 112 unique differential metabolites in PASCs, and 143 common differential metabolites between EASCs and PASCs.

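As DEGs of 1 comparison with SASCs only, 988 genes were counted in EASCs, 557 upregulated and 431 downregulated, and 862 in PASCs, 331 upregulated and 531 downregulated. EASCs and PASCs were also compared directly, and in that comparison 591 of the genes counted in EASCs only and 518 of those counted in PASCs only had an adjusted p-value under 0.05 (edgeR). Of the 166 genes in Supplementary Table 7, 126 were DEGs in EASCs, 72 were DEGs in PASCs, and 143 differed between EASCs and PASCs. Of the 134 genes in Supplementary Table 8, 112 were DEGs in PASCs, 85 were DEGs in EASCs, and 118 differed between them.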

Collectively, we found that immune response and cytoskeleton remodeling in pathway maps, response to organic substance and response to organic cyclic compound in GO processed, and cytoskeleton and cell adhesion in process networks are common in EASCs and PASCs. Interestingly, cytoskeleton remodeling was the most enrichment of upregulated DEGs both in EASCs and PASCs, while immune response was the most enrichment of downregulated DEGs both in EASCs and PASCs. 

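Counted by gene, 35 of the 36 actin and contractile genes were upregulated DEGs in EASCs and 35 in PASCs. Of the 21 complement genes tested, 12 were downregulated and 5 upregulated DEGs in EASCs, and 14 were downregulated and 4 upregulated DEGs in PASCs. The counts were the same whether p-values were adjusted over each list alone or over all 14770 genes.

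**Figure D3:**
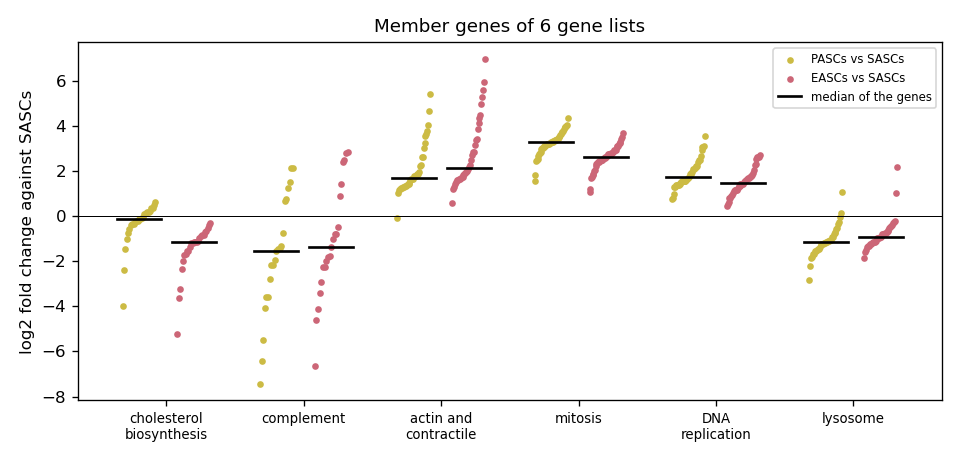
Log2 fold change against SASCs of each member gene of 6 fixed lists, in PASCs and in EASCs, with 1 point per gene and a line at the median of the genes. The actin and contractile, mitosis, and DNA replication genes lie mostly above 0 in both groups, the complement and lysosome genes mostly below 0, and the cholesterol biosynthesis genes further below 0 in EASCs than in PASCs.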

Also, KEGG analysis (Supplementary Figure 4) showed ASCs derived from different deposits of VAT were both involved in cytokine–cytokine receptor interaction, Rap1 signaling pathway, regulation of actin cytoskeleton, PI3K-Akt signaling pathway, lysosome, and focal adhesion. The PI3K-Akt signaling pathway has been reported to primarily regulate the transcription, translation, proliferation, growth, survival, and other basic functions of extracellular signals. These new findings proved that the functions of ASCs derived from different deposits of VAT were similar, while different functions of immune response and extracellular matrix remodeling vary compared with the ASCs derived from SAT. 

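Across the 14770 genes, the log2 fold changes of EASCs and of PASCs against SASCs had a Pearson r of 0.878 and a Spearman rho of 0.886. Both comparisons share the same SASCs, which raises the correlation, and genes are not independent replicates. Of the 4967 genes that were DEGs in either comparison, 4768 (96.0%) changed in the same direction in both. The shared SASCs raise this share as well. Its value without a common change was not determined, so it does not measure similarity by itself. Compared directly, EASCs and PASCs differed by 1091 DEGs, 766 higher and 325 lower in EASCs (1067 with the replicate block). From the pathways shared by the DEGs of EASCs and PASCs, with cytoskeleton remodeling among the upregulated and immune response among the downregulated DEGs, the paper concludes that ASCs from different deposits of VAT have similar functions and differ from ASCs of SAT in immune response and extracellular matrix remodeling.

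**Figure D4:**
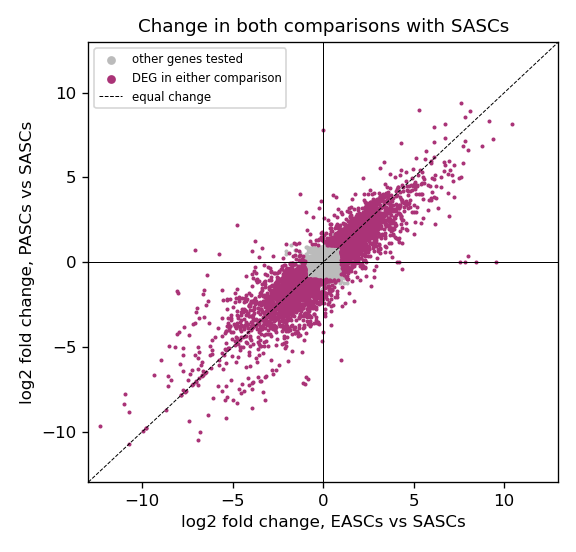
Log2 fold change of each of the 14770 genes in EASCs against SASCs (horizontal axis) and in PASCs against SASCs (vertical axis), with 1 point per gene, DEGs of either comparison in color, and a dashed line at equal change. Most DEGs lie in the quadrants where both changes have the same sign.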

As reported previously, the adipose tissue from subcutaneous and visceral showed a significant difference in immune response in obesity and other metabolic diseases (Sharma et al., 2001; Klimcakova et al., 2011). Compared with our studies, these differences may be most relevant to the different ASCs from SAT and VAT. Whereas, further studies on this point are required for confirmation. Furthermore, the function of extracellular matrix remodeling was reported as a critical microenvironment in different sites of adipose tissue (Mori et al., 2014), and, by standard 2D culture or 3D culture, Strieder-Barboza et al. proved that adipocytes from different sites of adipose tissues have different metabolic profiling in murine obesity (Strieder-Barboza et al., 2020).

Under the conditions of obesity, excessive FFAs will lead to glucose and lipid metabolism disorders, which eventually weaken the PI3K-AKT signaling pathway, thereby inducing insulin resistance (Bathina and Das, 2018), which will further affect the PI3K-AKT signaling pathway. This ultimately leads to a vicious cycle of obesity and type II diabetes. In addition, the abnormality of the PI3K-AKT signaling pathway is the most common genomic abnormality in breast, ovarian, bladder, and other cancers (Serra et al., 2008; Aziz et al., 2018; Costa et al., 2018; Liu et al., 2018). Rap1 is a small G protein of the Ras superfamily that is present in a variety of important cellular processes, which regulate cell survival and proliferation through the regulation of PI3-AKT. Ras proteins can act as molecular switches that control the integrity of actin cytoskeleton, regulate cell proliferation, cell differentiation, cell adhesion, apoptosis, and cell migration. Overactive Ras signaling can lead to cancer (Goodsell, 1999). The Ras signaling pathway activates the mitogen-activated protein (MAP) kinase cascade and the PI3K-AKT-mTOR pathway, participates in cell growth and division, stimulates protein synthesis, and inhibits cell apoptosis. In conclusion, VAT-derived ASCs may make patients with excessive VAT more susceptible to insulin resistance by activating the PI3K-Akt signaling pathway, thus increasing the risk of multiple tumor diseases in obese patients.

Phagosomes, which are individually involved in EASCs, are associated with inflammation by producing proinflammatory cytokines, such as IL-1β, IL-6, TNF-α, and IL-12 (Aderem, 2003); PI-3 kinase and PLC are also involved in triggering inflammation.

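Fixed lists of 26 genes of glycolysis and the response to hypoxia and of 18 targets of p53 were examined, of which 24 and 16 genes were tested. In PASCs against SASCs the glycolysis and hypoxia list was higher by a median log2 fold change of 0.65 relative to all genes (adjusted p = 0.0229, limma's camera, and 0.65 with the replicate block), with 8 genes upregulated and 3 downregulated as DEGs. This list lost significance with limma on log2(FPKM + 1), at 0.53 (adjusted p = 0.162), and also with the FPKM filter and with total counts without TMM. Its largest log2 fold changes were those of Adm (-3.26), Egln3 (-2.48), Car9 (2.01), Ldha (1.49), and Gapdh (1.43), of which Gapdh has many near-identical copies. In EASCs the list stood at 0.52 (adjusted p = 0.0790), and between EASCs and PASCs at -0.09 (adjusted p = 0.355), which did not pass the threshold. The result in EASCs passed with no filter on low counts, quantile normalization, and DESeq2. Over the alternatives its adjusted p-value from limma's camera ran from 0.00160 to 0.331. The targets of p53 did not differ from other genes in PASCs, at 0.27 (adjusted p = 0.876), or in EASCs, at 0.22 (adjusted p = 0.975). Single targets changed in both directions in PASCs, with log2 fold changes that ran from Btg2 (-2.49), Gadd45a (-2.43), and Tp53inp1 (-2.06) to Pmaip1 (1.63) and Phlda3 (1.77). Of these, Tp53inp1 overlaps Ube2w, and Gadd45a and Phlda3 overlap LOC100912188 and LOC685812, whose reads could be among their counts.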

The unique signaling pathways of PASCs were the HIF-1 signaling pathway, p53 signaling pathway, cell cycle, and apoptosis. Previous studies indicated that the HIF-1 signaling pathway is associated with multiple tumor progressions (Zhong et al., 1999; Talks et al., 2000), and dysregulation of cell cycle components may also lead to tumorigenesis, which results in cell proliferation by p53 or other signaling pathways (Champeris Tsaniras et al., 2014). Inhibition of apoptosis can also lead to a variety of cancers, inflammatory diseases, and viral infections (Kaczanowski, 2016). Therefore, the increased risk of cancer in obese or overweight patients may be related to PASCs.

In our combined multi-omics analysis of SASCs and EASCs, the hub gene *Acat2* was found to be associated with nine metabolites in 10 metabolic pathways. *Acat2* is a cellular enzyme that converts cholesterol and fatty acids into cholesterol esters and is mainly expressed in the liver and intestine (Anderson et al., 1998). Studies have shown that atherosclerosis is reduced in mouse atherosclerosis models when *Acat2* is deficient (Willner et al., 2003); *Acat2*-deficient mice are resistant to diet-induced hypercholesterolemia or cholesterol stone formation (Buhman et al., 2000). Lower levels of *Acat2* activity in the human liver can delay the development of atherosclerosis (Parini et al., 2004); therefore, improving the stability of *Acat2* may be an effective treatment strategy for type II diabetes (Wang et al., 2017). Consistent with the above findings, the higher expression of *Acat2* in EASCs rather than SASCs may be more related to fat metabolism and insulin resistance.

In the multi-omics analysis of SASCs and PASCs, three hub genes, *Rrm1*, *Rrm2*, and *Gla*, were mainly involved. In 2002, the International Agency for Research on Cancer (IARC) reported that obese and overweight patients had an increased risk of colon cancer, postmenopausal breast cancer, endometrial cancer, renal cancer, and esophageal cancer (Basen-Engquist and Chang, 2011). In 2003, a cohort study by Calle (Calle et al., 2003) involving 9,000,000 adults in the United States showed that obesity also increases the risk of other cancers, such as liver cancer, pancreatic cancer, non-Hodgkin lymphoma, and myeloma. In early reports, *Rrm1* and *Rrm2* are regulatory subunits of ribonucleotide reductase, negative rate-limiting enzymes for DNA synthesis and repair, playing crucial roles in cell proliferation, invasion, migration, angiogenesis, aging, and tumorigenesis (Nordlund and Reichard, 2006). *Rrm1* and *Rrm2* are widely found in 25 different human tissues, which is normal at low expression levels. However, *Rrm1* and *Rrm2* are overexpressed in various malignant tumors, acting as tumor drivers (Chen et al., 2019). At present, the mechanism by which obesity is associated with the risk of multiple malignant tumors is still unknown. We speculate that the increased risk of some malignant tumors may be associated with the overexpression of *Rrm1* and *Rrm2*, and the main signaling pathways involved may be related to the HIF-1 signaling pathway, p53 signaling pathway, cell cycle, and apoptosis.

*Gla* is widely found in 27 different tissues in the human body, including the adrenal gland, bone marrow, brain, adipose tissue, heart, kidney, liver, lung, lymph node, uterus, placenta, spleen, stomach, and other tissues. *Gla* gene inactivity or deficiency will lead to Fabry disease, mainly affecting the heart, kidney, gastrointestinal tract, pancreas, skin, lung, and nervous system, ultimately leading to multiple organ damage. Patients showed nerve injury in the early stage of Fabry disease, with the main symptoms of paroxysmal burning pain in the extremities in childhood and then relief in adulthood. With the increase of age, the severity of kidney injury increases. Some patients present with renal failure at approximately 30 years old (Germain, 2010) and die from uremia or complications of cardiovascular and cerebrovascular diseases between 40 and 50 years old (Li et al., 2019). The downregulation of *Gla* gene expression in PAT may lead to renal failure and some cardiovascular and cerebrovascular diseases through the renin-angiotensin-aldosterone system and renal parenchymal injury.

## Materials and Methods

### Experimental Animals

Six, 6-week-old male Sprague Dawley rats (Vitronix, China) were purchased from Vital River Biological Co., (Beijing, China). Then the rats were raised under SPF conditions according to the breeding regulations and adapted to the environment for 3 days. All experiments were conducted with the approval of the Animal Experimental Ethics Committee. All procedures were approved (approval number IACUC-1712010) by the Experimental Animal Care and Use Committee of Nanjing Medical University and conducted in accordance with the Guide for the Care and Use of Laboratory Animals (NIH publication No. 85-23, revised 1996).

### Isolation and Culture of Adipose-Derived Mesenchymal Stem Cells

Rats were starved for 12 h before isolating ASCs. First, rats were anesthetized with 2% isoflurane to induce sacrifices, soaked in 75% ethanol for whole-body disinfection, removed from alcohol, and placed on a sterile ultra-clean table. The limbs were fixed, and the SAT was obtained from the groin. Perirenal and EAT was obtained from the kidney and testis, and the tissue was rinsed in precooled PBS. The washed adipose tissue was transferred into the cell platform, muscle and lymph tissue were removed, tissue was cut into 1–2 mm pieces, and collagenase type I was added. After digestion, all the suspensions collected were filtered through a nylon filter (Dutscher, 100 μm), centrifuged at 1,000 rpm for 5 min, and the supernatant was discarded. DMEM/F12 medium containing 10% fetal bovine serum (FBS) was added to the sample. Then the suspension was evenly spread in culture dishes and cultured into a 37^°^C incubator for 2 h. The upper-medium was discarded, high glucose medium containing 10% FBS was added, and SASCs, PASCs, and EASCs were obtained. After culturing at 37^°^C in an incubator for 3 days, RNA and metabolites were extracted from the third passage (P3) cells and sequenced by transcriptomics and metabolomics, respectively (Figure 9).

**FIGURE 9:**
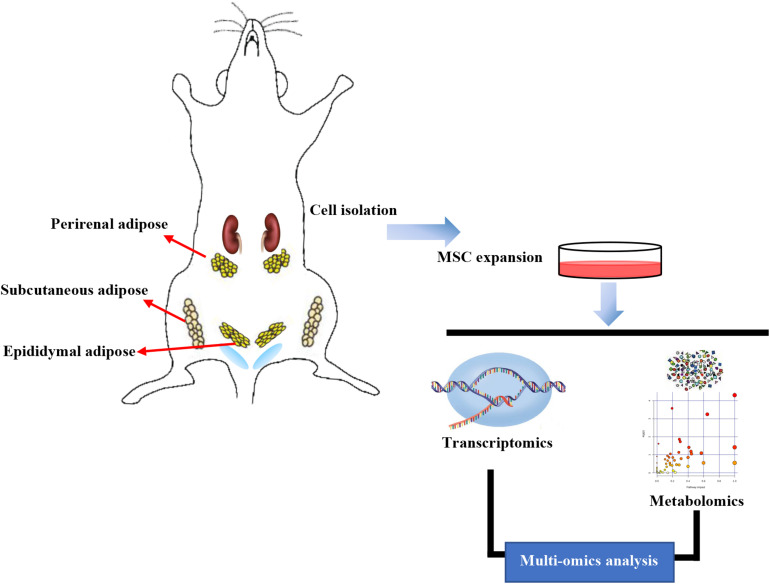
Workflow in our study. Subcutaneous adipose-derived mesenchymal stem cells (SASCs), perirenal adipose-derived mesenchymal stem cells (PASCs), and epididymal adipose-derived mesenchymal stem cells (EASCs) were isolated from Sprague Dawley rats. RNA and metabolites were extracted and sequenced using transcriptomics and metabolomics analyses.

### RNA Extraction and Transcriptome Sequencing

P3 SASCs, PASCs, and EASCs were cultured in 12-well plates with six replicates in each group. Each well was ground with 1 ml Trizol solution, placed at room temperature for 5 min, and then aspirated. RNA was separated using chloroform (mixture:chloroform = 5:1) and precipitated by isopropanol and absolute ethanol. Finally, RNA was precipitated with DEPC water, and then stored at −80^°^C for subsequent transcriptome sequencing (Guangzhou Ruibo company, Guangzhou, China). In order to ensure the accuracy of sequencing data, the RNA samples were detected by agarose gel electrophoresis, Nanodrop One/One^c^, Qubit 2.0, and Agilent 2100 to estimate the effectiveness, concentration, purity, and integrity of RNA samples, and the cDNA library could be constructed only after the detection results meet the requirements. The HiSeq 3000 System (Illumina^®^) was used for sequencing that generated 150 bp paired-end reads. Before data analysis, the adaptor was removed by cutadapt software (version 3.1), and the low-quality sequence was removed by FastX-Toolkit software (version 0.0.13). The alignment was performed with TopHat softwar (version 2.1.1) (–read-mismatches = 2, –read-gap-length = 2), and the reference genome was rn6 (comparison efficiency >80%). Based on Bowtie v2, transcriptome sequencing reads were compared with the reference genome and splicing junction between exons were identified. Fragments per kilobase of transcript per million reads mapped (FPKM) was used as an index to measure gene expression. The differential expression analysis was performed by DEGseq, which was based on binomial distribution and combined with Fisher’s exact test and likelihood ratio test, and the genes with fold change >2 and FDR <0.05 were identified as DEGs. KOBAS v2.0 R language package was used for functional enrichment analysis. The upregulated or downregulated DEGs were subjected to network analyses^1^ as previously described (Schuierer et al., 2010).

### Metabolite Extraction and Metabolomic Sequencing

P3 SASCs, PASCs, and EASCs were cultured in 10 cm diameter cell culture dishes with six replicates in each group. When the cells grew to 90% their original size, the metabolites were extracted as follows: the cells were washed three times with PBS, then 0.5 ml of 80% (HPLC grade) methanol was added. After repeated blowing and washing of the residual cells, as much of the cell mixture was collected as possible, centrifuged at room temperature at high speed, and the supernatant was dried with nitrogen and stored at −80^°^C for liquid chromatography-mass spectrometry (LC-MS/MS).

Before metabolomic sequencing, the sample was reconstituted with 10 μl of double-distilled water (HPLC grade). Then metabolites were separated by reverse-phase LC (HP1100, Agilent Technologies, Santa Clara, CA, United States) using a reversed-phase XBridge C18 column (1.7 μm particle size, 1 × 150 mm, Waters, Milford, MA, United States) and 2 μl of each sample was injected on the C18 column for analysis with a 0.4-ml/min flow rate. A quality control sample was run first followed by 10 test samples. Mobile phase A consisted of H_2_O/0.1% formic acid and mobile phase B consisted of acetonitrile with 0.1% formic acid which was followed by a program: 1% B at 0–1 min, 15% B at 3 min, 70% B at 5 min, 85% at 9 min, 100% at 10–12 min, and subsequently return to the initial conditions with 2 min for equilibration. Furthermore, the MS program was conducted on a 6545 Quadrupole-Time of Flight system (all devices from Agilent Technologies, Santa Clare, CA, United States) as follows: both positive and negative ion modes with drying gas 300^°^C flow 6 L/min, sheath gas 340^°^C flow 11 L/min, nebulizer gas 35 psig, capillary voltage 4,000 V, and fragmental voltage 135 V. The data collection (MS: 100–3,200 *m*/*z*, MS/MS: 30–3,200 *m*/*z*) was acquired by both centroid and profile stored in autoMSMS scan mode with reference masses at *m*/*z* 112.05087 and 922.009798 were set as online accurate mass calibration.

MassHunter Workstation software (version B.07.00; Agilent Technologies) was used to export mzdata format from the acquired MS data (.d). Data pretreatment procedures were performed by using XCMS Online^2^ for peak discrimination, filtering, and alignment. A table of the intensities of all the peaks was created with the retention time and the mass to ratio for each ion after being aligned by time domain, automatic integration, and extraction of the peak intensities. Then, metabolites were qualitatively analyzed with MS/MS spectra by retrieving and matching the data from Metlin, Massbank, and Human Metabolome Database (HMDB).

The MS peak list was subjected to MetaboAnalyst 3.0 for statistical analysis. PCA and pathway analysis were performed with the web-based software MetaboAnalyst 3.0^3^. Briefly, missing values were replaced by 1/5 of min positive values of their corresponding variables. Sample normalization by sum and data scaling by auto scaling were applied (mean centered and divided by the standard deviation of each variation) (Supplementary Figures 2A,D). Fold change analysis was used to compare the absolute value of change between two groups (Fold change threshold: two). Nonparametric tests were employed according to the normalized data (Adjusted *P*-value (FDR) cutoff <0.05). The different metabolites were subjected to enrichment analysis and pathway analysis in MetaboAnalyst 3.0 by KEGG.

### Integrative Analysis of Multi-Omics Data

Top 100 DEGs and differential metabolites (top 50 upregulated and top 50 downregulated) were selected for further correlation analysis by calculating Pearson’s correlation coefficients on the relative gene expression and metabolite content data between different VASCs with SASCs (Supplementary Table 9). The correlation value and *P*-value were used to assess the relationship between metabolites with genes which are shown by Heatmap and association analysis network diagram.

The DEGs and differential metabolites were subjected to KEGG Mapper^4^ to get the common pathway. KGML file, a subset in the KEGG database, contains the relationships of the graph objects and information about lineal homologous genes in the KEGG genes database. The differences in genes and metabolites in our study were subjected to the database, and the matched network relationships were set as a basic network. Metabolome and transcriptome relationships were visualized and interpreted using Cytoscape (version 3.4.0), and hub genes were calculated by CytoHubba (a Cytoscape plug-in for identifying hub nodes) through MCC (the top 10 nodes ranked by MCC) and degree (degree >6) algorithm.

## Conclusion

In conclusion, similar to SAT, PAT, and EAT, functional differences were found among SASCs, PASCs, and EASCs in our study. The possible metabolic pathways of these functional differences were found using both transcriptomic and metabolomic analyses, and our data provide a theoretical basis for future studies.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ebi.ac.uk/metabolights/, MTBLS2100 and Gene Expression Omnibus, GSE161312.

## Ethics Statement

The animal study was reviewed and approved by All procedures were approved (approval number IACUC-1712010) by the Experimental Animal Care and Use Committee of Nanjing Medical University and conducted in accordance with the Guide for the Care and Use of Laboratory Animals (NIH publication No. 85-23, revised 1996).

## Author Contributions

XK and WS designed the work and prepared the manuscript. CY, JZ, and TW performed the experiments, conducted the data analysis, and wrote the manuscript. KZ, XW, and JS analyzed and interpreted the data. All authors discussed the results and read and approved the final version of the manuscript for publication.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Multi-Omics Analysis to Examine Gene Expression and Metabolites From Multisite Adipose-Derived Mesenchymal Stem Cells
**Source:** Front Genet. 2021 Feb 18;12:627347. doi: 10.3389/fgene.2021.627347
**Supplement:** Supplementary Figure 1 — (A) Top ten Pathway maps analysis (left panel), Gene Ontology (GO) process analysis (middle panel) and Process networks (right panel) analysis sorting as differentially DEGs in EASCs. (B) Top ten Pathway maps analysis (left panel), Gene Ontology (GO) process analysis (middle panel), and Process networks (right panel) analysis sorting as differentially DEGs in PASCs. (C) Top scored networks analysis of the differentially DEGs in EASCs. (D) Top scored networks analysis of the differentially DEGs in PASCs.

A

SASCs vs EASCs

Pathway Maps

GO Processes

Process Networks

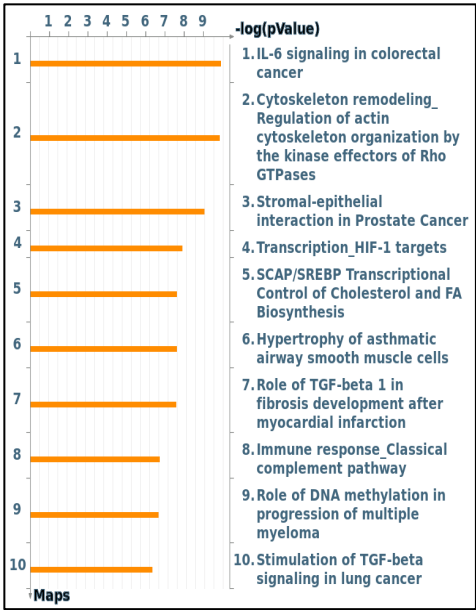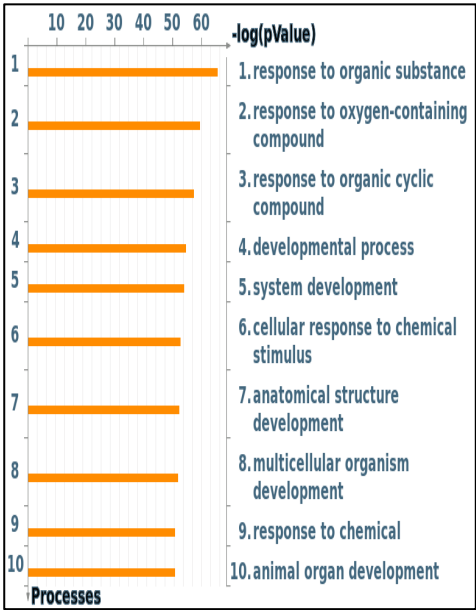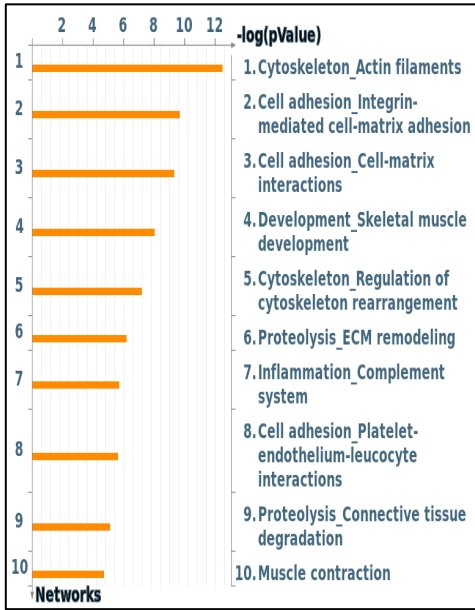

B

SASCs vs PASCs

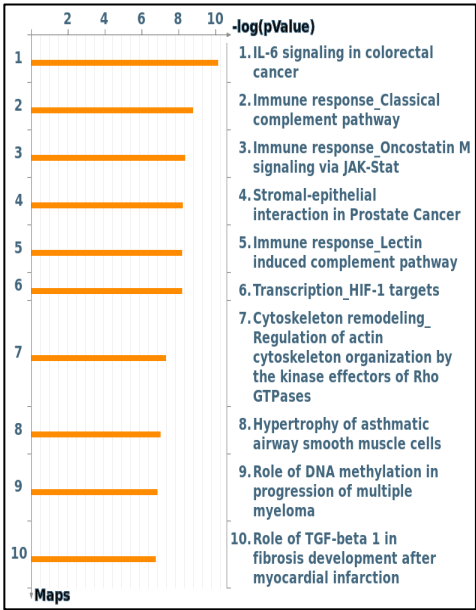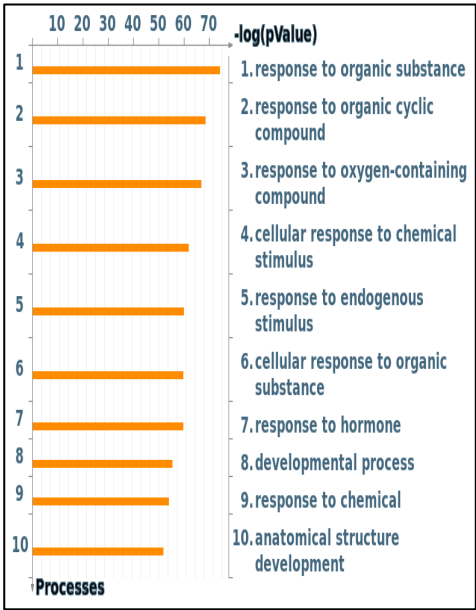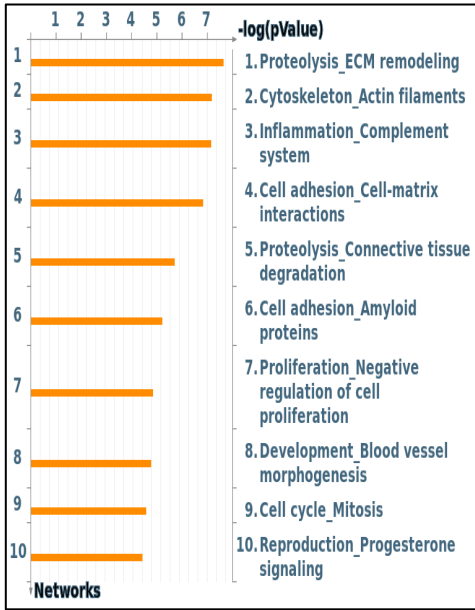

C

SASCs vs EASCs Top 1

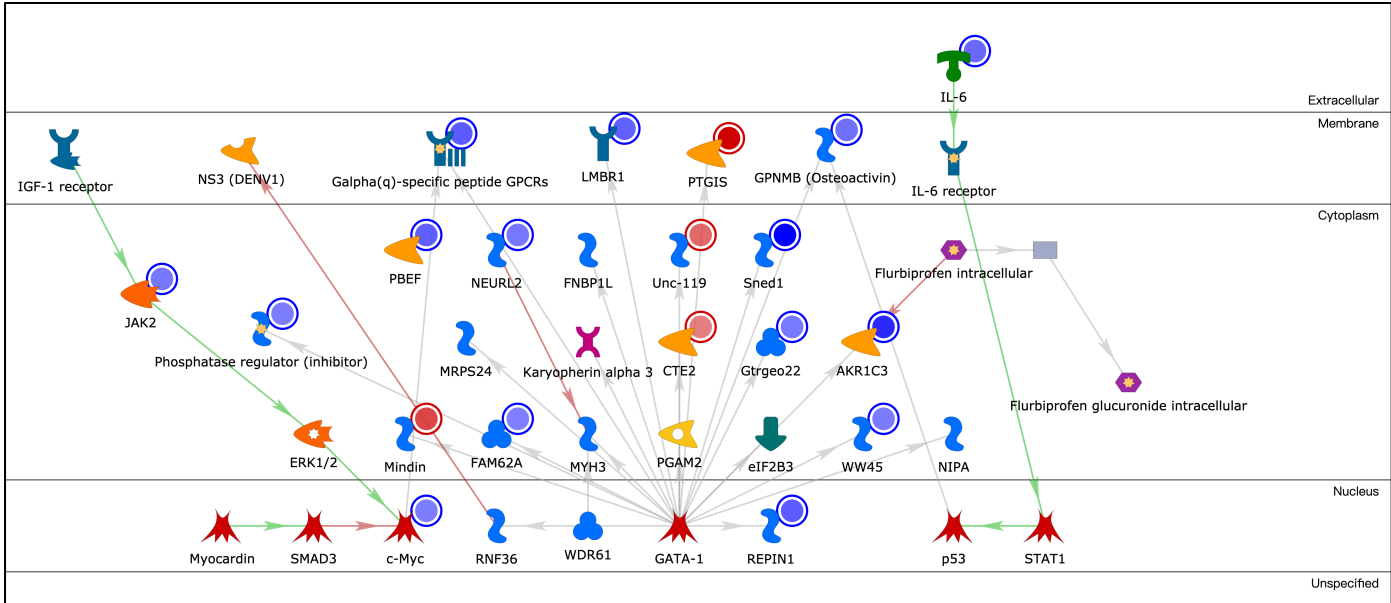

regulation of smooth muscle cell proliferation (25.6%), regulation of cell population proliferation (48.8%), digestive system development (20.9%), positive regulation of smooth muscle cell proliferation (18.6%), positive regulation of developmental process (44.2%)

D

SASCs vs PASCs Top 1

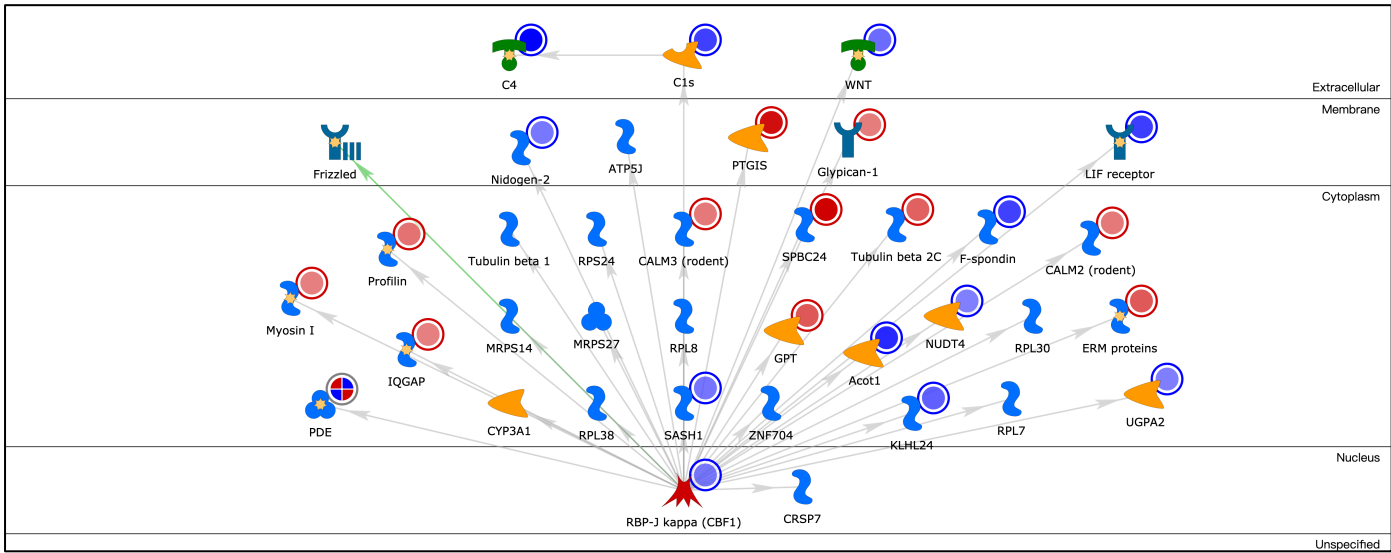

negative regulation of GTPase activity (12.0%), negative regulation of hydrolase activity (24.0%), oncostatin-M-mediated signaling pathway (8.0%), leukemia inhibitory factor signaling pathway (8.0%), regulation of hydrolase activity (34.0%)

How the deposited data were processed for this re-analysis (not part of the article)

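RNA of ASCs grown from subcutaneous (SASCs), perirenal (PASCs), and epididymal (EASCs) fat of male Sprague-Dawley rats aged 6 weeks was sequenced at passage 3. The data hold 9 samples, 3 in each group. The paper's methods give 6 replicates in each group, cultured in wells of plates. Its text does not state whether the 3 samples of a group came from separate rats or from wells of the same cells. In the latter case the p-values measure the spread between wells only. Samples were assigned to groups and replicate numbers by their labels, and the pairing of samples by replicate number comes from those numbers alone.

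The authors sequenced paired-end reads of 150 bp, removed adaptors and low-quality sequence with cutadapt and FastX-Toolkit, aligned the reads to the rat genome rn6 with TopHat, and deposited the number of reads counted on each gene in each sample. These deposited counts are whole numbers for 35362 genes and are not normalized. The paper's text does not name the tool that counted the reads, whether strand was used, or how duplicates and reads matching several genes were treated. Reads shared by near-identical genes, and by genes that overlap on the same or the other strand, could therefore have been split or counted for either gene. The authors computed FPKM from the counts and called DEGs with DEGseq at a fold change above 2 and an FDR under 0.05. Metabolite data were not analysed here.

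The design was written for FPKM values and named limma on log2(FPKM + 1), with edgeR's quasi-likelihood test in its place if the values were counts. Because the deposited values are counts, edgeR 4.0.16 was used in R 4.3.3. Counts were normalized by TMM, with factors between 0.740 and 1.23, and filtered with filterByExpr, which left 14770 genes. All 9 samples were fitted in one model of the 3 groups without a block, and EASCs and PASCs were each compared with SASCs and with each other. P-values were adjusted by the Benjamini-Hochberg method within each comparison. The standard errors given are the absolute log2 fold change divided by the square root of the F statistic. They are not a separate output of edgeR's test and hold no evidence beyond its p-value. DEGs had a fold change above 2 and an adjusted p-value under 0.05. The common biological coefficient of variation was 0.0685.

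Lists of genes were written from general knowledge of the pathways, after the paper and its supplementary tables had been read, and were fixed together with the design. Each list was tested with camera of limma 3.58.1, and the 48 p-values of 16 lists in 3 comparisons were adjusted together. The correlation between genes was left at the preset value of camera and not estimated from the samples. Its p-values may be too small for lists whose genes move together. The value given for a list is the median log2 fold change of its members minus that of all genes tested. Within lists, adjustment of p-values over the list alone gave the same numbers of DEGs as adjustment over all genes, for every list and comparison.

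The genes named in the text were the hub genes Acat2, Rrm1, Rrm2, and Gla, Ucp1, the genes labelled in Fig. 5A, Fig. 6A, and Fig. 8A, at most 5 members with the largest change of each list, and, for each comparison with SASCs, the 5 genes with the largest increase and the 5 with the largest decrease among DEGs at an FPKM of at least 10 in the higher group whose samples did not overlap between the groups. With all members of the lists and further genes chosen after their values were seen, the genes examined numbered 408. Of these, 405 were found in the table and 381 were tested. Genes of oncostatin M signaling, Soat1, and Soat2 were chosen after their values were seen. A gene that this rule selects is not reported here. Gene positions are those of the deposited table, on rn6.

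Total counts per sample ranged from 17591916 to 30299032, and a gene at 3 counts corresponds to 0.104 to 0.159 CPM after TMM. Differences of a few counts below this level cannot be resolved, and the limit covers counting error only. The fit was tested on simulated counts drawn from the means and library sizes of the samples. Of 200 genes given a known change among 14770, 194 were recovered (97%), and 0 unchanged genes were called. The simulated changes were equally often up and down, and all genes had the same biological coefficient of variation. In the data, 10298 genes had an adjusted p-value under 0.05 in EASCs against SASCs (edgeR). The simulation therefore does not test the scaling where so many genes change.

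The alternatives were DESeq2 1.42.0 with its size factors, no filter on low counts, a filter on FPKM of at least 1 in every sample compared, only the samples of the 2 groups compared, the replicate number as a block, scaling by the median, quantile normalization and pseudocounts of 1 and 0.1 with limma on log2 FPKM, other thresholds, and leaving out each replicate in turn. Alternatives set for a table of group values alone were not run, since counts per sample were present. Added after the data were examined were limma on log2(FPKM + 1) without quantile normalization, total counts without TMM, removal of rRNA genes, and the test of DEGseq by random sampling (MARS) on the mean FPKM of each group, written anew because DEGseq was not installed. No genome sequence of rn6 was used here, so bias by GC content was not tested.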

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

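The test on markers of mesothelial cells was chosen only after the result was seen. The paper compares EASCs and PASCs with SASCs and does not report a direct test between EASCs and PASCs. That comparison gave 1091 DEGs by edgeR, 766 higher and 325 lower in EASCs. After thinning each library to 14499665 counts outside rRNA genes, 1029 DEGs were counted, so the difference in depth does not account for most of the number. Removal of the rRNA genes gave 1088, but with TMM this removal moves little and decides nothing by itself. The share of rRNA was 22.4% to 32.9% of counts in PASCs and 15.9% to 40.3% in EASCs, so it does not follow these 2 groups. The 6 samples of EASCs and PASCs can be split into 2 groups of 3 in 10 ways, of which 4 part all 3 pairs of samples with the same number and 6 part 1 pair. The real split was the only 1 of the 4 with as many DEGs, but 4 splits are too few for such a count to exclude a chance division of the samples. In fits of the 6 samples alone, the real split gave 1030 DEGs and the 9 other splits gave at most 0. At an unadjusted p under 0.05 there were 139 to 391 genes in the other splits and 5625 in the real split. Every other split mixes both deposits within each group, so their difference adds to the spread within groups. The low counts of these splits therefore do not count against a chance division.

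Effects against SASCs differed between EASCs and PASCs, by a test of the difference itself, for 5 lists of genes of the paper's main pathways. The list of cholesterol biosynthesis was at -1.04 in EASCs relative to PASCs (adjusted p = 3.01e-59, limma's camera, in that direction in 3 of 3 samples), -1.01 after the trend with gene length was taken out, and -1.05 after every library was thinned to the same number of counts. Complement genes formed a list that was at 0.66 in EASCs relative to PASCs (adjusted p = 3.87e-04, limma's camera, in that direction in 3 of 3 samples). It was at 0.68 after the trend with gene length was taken out, and at 0.66 after every library was thinned to the same number of counts. Its genes C1qa, C1qb, and C1qc, each higher in EASCs, are also in the list of macrophage markers. The median without them was not determined. The mitotic list was at -0.67 in EASCs relative to PASCs (adjusted p = 7.56e-27, limma's camera, in that direction in 3 of 3 samples), -0.65 after the trend with gene length was taken out, and -0.66 after every library was thinned to the same number of counts. For DNA replication the list was at -0.36 in EASCs relative to PASCs (adjusted p = 1.07e-07, limma's camera, in that direction in 3 of 3 samples), -0.33 after the trend with gene length was taken out, and -0.36 after every library was thinned to the same number of counts. The actin and contractile list was at 0.41 in EASCs relative to PASCs (adjusted p = 2.10e-35, limma's camera, in that direction in 3 of 3 samples), 0.38 after the trend with gene length was taken out, and 0.42 after every library was thinned to the same number of counts. Across all genes, the log2 fold change had a Spearman rho of 0.110 with gene length, and genes are not independent replicates. For each of the 5 lists the real split was again the only 1 of the 4 with a median as far from that of all genes. The design allows no smaller count, so a chance division of the samples cannot be told apart by this test, whatever its result.

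Other lists also differed between EASCs and PASCs, in 3 of 3 samples each. The medians of EASCs against PASCs were -1.004 for fatty acid synthesis (adjusted p = 1.09e-16, limma's camera), 0.25 for the lysosome (adjusted p = 4.95e-08), -0.67 and 0.95 for markers of subcutaneous and visceral identity (adjusted p = 4.49e-11 and 1.03e-05), and 1.42 for markers of smooth muscle (adjusted p = 1.23e-46). Corrections for gene length and depth were not applied to these lists.

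The hub genes showed the same kind of difference between EASCs and PASCs by edgeR's test, in 3 of 3 samples each. They are members of lists given above, Acat2 of cholesterol biosynthesis, Rrm1 and Rrm2 of DNA replication, and Gla of the lysosome. Their differences are therefore not separate evidence from those of the lists. The log2 fold change of EASCs against PASCs was -1.32 for Acat2 (adjusted p = 6.89e-13), -0.25 for Rrm1 (adjusted p = 0.00203), -0.64 for Rrm2 (adjusted p = 1.01e-09), and 0.80 for Gla (adjusted p = 2.38e-10). Over the alternatives these log2 fold changes ranged from -1.39 to -1.19, -0.33 to -0.23, -0.72 to -0.62, and 0.67 to 0.82. With MARS, chosen after the data were examined, none of the 4 differences passed the threshold, and that of Rrm1 also did not pass with total counts without TMM or with limma on log2(FPKM + 1) or log2(FPKM + 0.1). The highest adjusted p-values over the alternatives were 0.807 for Acat2 and close to 1 for Rrm1, Rrm2, and Gla. Among further genes, Lifr was at 0.96 (adjusted p = 4.23e-07), which did not pass with MARS, and Hoxc10, with 1 to 8 counts in the samples of EASCs, at -7.81 (adjusted p = 1.04e-21). Technical explanations were not tested for these single genes.

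A different mixture of cells is a further explanation. Markers of adipocytes were lower in EASCs than in PASCs, at -0.78 (adjusted p = 6.18e-09) and markers of macrophages higher, at 0.94 (adjusted p = 2.88e-11), both with limma's camera and in 3 of 3 samples. The macrophage list shares C1qa, C1qb, and C1qc with the complement list, and the adipocyte list shares Cfd with it. The results of these lists are therefore not independent. Markers of mesothelial cells did not pass the threshold, at 0.27 (adjusted p = 0.876, 3 of 3 samples higher). Smooth muscle markers, some of them also in the actin and contractile list, were higher in EASCs, at 1.42 (adjusted p = 1.23e-46, limma's camera). Against SASCs, adipocyte markers were at -2.04 in PASCs, where the cholesterol biosynthesis list was at -0.14. This argues against loss of adipocyte-marker RNA alone as the source of that list's -1.04 in EASCs against PASCs. Apart from that, the differences between EASCs and PASCs cannot be told apart from RNA of cells that express adipocyte, macrophage, or smooth muscle markers. Nor can they be told apart from marker genes changing within ASCs. Whether the samples of a group came from different rats is not stated, and GC content was not tested. A hypothesis that remains is that EASCs have lower expression of cholesterol biosynthesis and cell cycle genes than PASCs because of their deposit of origin, and these data do not separate it from the explanations left open.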

How the results depend on the processing

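Numbers of DEGs are given in the order EASCs against SASCs, PASCs against SASCs, EASCs against PASCs, and common DEGs, which were 4105, 3979, 1091, and 3108 by edgeR. They stayed within 1.5 times of these with no filter on low counts, only the samples of the 2 groups compared, scaling by the median, DESeq2, total counts without TMM, removal of rRNA genes, and an adjusted p-value under 0.01. The filter on an FPKM of at least 1 in every sample compared gave 1630, 1656, 288, and 1218. Quantile normalization with limma gave 1886, 1799, 249, and 1402, limma on log2(FPKM + 1) without it 2214, 2037, 251, and 1627, and the MARS test on the mean FPKM of each group 720, 688, 54, and 553. Without a fold change threshold the numbers were 10298, 10227, 4530, and 8652, and with a fold change above 4 1716, 1660, 304, and 1190. A pseudocount of 0.1 with limma gave 571 between EASCs and PASCs, and the 3 other numbers stayed within 1.5 times. Total counts, removal of rRNA genes, limma on log2(FPKM + 1), and MARS were chosen after the data were examined. The cause of the changes was not tested.

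Scaling moved the direction of the calls. The share of DEGs that were higher was 48.8%, 44.7%, and 70.2% in the 3 comparisons with TMM. In the comparisons with SASCs it was 28.3% and 28.5% with total counts, where the median log2 fold change of all genes moved to -0.39 and -0.33. In the 3 comparisons it was 27.3%, 30.1%, and 58.1% with the pseudocount of 0.1 (medians -0.37, -0.29, and -0.10), 28.9%, 30.4%, and 55.8% with limma on log2(FPKM + 1) (medians -0.32, -0.24, and -0.08), and 31.0%, 32.0%, and 51.9% with MARS (medians -0.41, -0.37, and -0.07). Of the DEGs by edgeR with TMM, 3452, 3462, and 965 were also DEGs with total counts, and 628, 621, and 49 with MARS.

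With the replicate number as a block the numbers of DEGs were 4061, 3944, 1067, and 3079, and each hub gene and each list of genes kept its direction and its side of the threshold. With each of the 9 replicates left out in turn the numbers ranged from 4115 to 4338, 3957 to 4133, 1022 to 1108, and 3075 to 3170.

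Acat2 in EASCs against SASCs and Rrm1, Rrm2, and Gla in PASCs against SASCs kept direction and significance under all 12 alternatives and all fits that left out a replicate. Over the alternatives their log2 fold changes ranged from -1.55 to -1.13 (adjusted p from 1.89e-41 to 0.0492), 1.47 to 1.86 (8.97e-173 to 0.00780), 1.22 to 1.59 (1.14e-132 to 0.0127), and -1.57 to -1.24 (4.22e-64 to 0.0176). The highest adjusted p-values were those of MARS. The lists of complement, mitosis, DNA replication, actin and contractile, lysosome, and p53 target genes kept direction and side of the threshold in all 3 comparisons under each alternative that could be run, as did cholesterol biosynthesis in EASCs against SASCs and against PASCs. In EASCs against SASCs the medians ranged from -1.19 to -1.15 for cholesterol biosynthesis, -1.76 to -0.82 for complement, 2.07 to 2.62 for mitosis, 1.15 to 1.47 for DNA replication, and 1.81 to 2.15 for the actin and contractile list.

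The cholesterol biosynthesis list in PASCs against SASCs passed the threshold with quantile normalization, at -0.26 (adjusted p = 0.0167, over the alternatives 0.0167 to 0.139). The glycolysis and hypoxia list in EASCs against SASCs passed it with no filter, at 0.53 (adjusted p = 0.00160), with quantile normalization, at 0.40 (0.0445), and with DESeq2, at 0.52 (0.0189, over the alternatives 0.00160 to 0.331). In PASCs against SASCs it no longer passed with the FPKM filter, at 0.57 (0.0990), with limma on log2(FPKM + 1), at 0.53 (0.162), and with total counts, at 0.65 (0.0975, over the alternatives 1.06e-04 to 0.162). The median of these lists was in the direction given in 3 of 3 samples, and the cause of the changes was not tested.

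Direction reversed for small changes. Acat2 in PASCs against SASCs was at -0.15 with the pseudocount of 0.1, -0.15 with limma on log2(FPKM + 1), -0.16 with total counts, and -0.16 with MARS. With the same settings in that order, Osmr in EASCs against SASCs was at -0.37, -0.36, -0.35, and -0.35, and at -0.12 with quantile normalization, and Ccl2 in EASCs against SASCs was at -0.28, -0.28, -0.26, and -0.25. Quantile normalization apart, these settings moved the median of all genes down by the amounts given above, and relative to that median none of the 3 genes was lower except Osmr with limma on log2(FPKM + 1), so the other reversals in these settings follow from the scaling. The markers of brown fat in EASCs against SASCs, with 4 genes tested, ranged from -0.16 to 0.21 over the fits that left out a replicate, and reversed without SASCs replicate 3 and, at -0.01, without EASCs replicate 2. The cause was not tested for brown fat markers or for Osmr with quantile normalization or limma on log2(FPKM + 1).

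Of the 24 results of other lists, 5 changed under some alternative, 2 weaker, 2 stronger, and 1 reversed, the last being brown fat markers in EASCs against SASCs. Markers of visceral identity in EASCs against SASCs no longer passed with the FPKM filter, at 0.59 (adjusted p over the alternatives 1.83e-05 to 0.270). Markers of subcutaneous identity in PASCs against SASCs no longer passed with the FPKM filter, at -0.02, with quantile normalization, or with the pseudocount of 0.1 (0.0186 to 0.580). Markers of macrophages in PASCs against SASCs passed with no filter, quantile normalization, the pseudocount of 0.1, limma on log2(FPKM + 1), total counts, and without SASCs replicate 2 (0.00134 to 0.266), and those of visceral identity in PASCs against SASCs with the pseudocount of 0.1, limma on log2(FPKM + 1), and total counts (0.00792 to 0.966). Of 114 results of named genes, 33 changed, of which 31 became weaker under some alternative, 1 stronger, and 3 reversed, with 30 of them weaker with MARS. Lists could not be tested with MARS, which gives no values per sample, and 19 of the 24 list results and 73 of the 114 gene results had a value under the FPKM filter. Alternatives set for a table of group values alone were not run. At a depth of 3 counts or less, as for Mlana in EASCs, a fold change is a lower bound.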

Differences from the paper's values

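The paper reports 720 DEGs between EASCs and SASCs, 497 downregulated and 223 upregulated, and edgeR gave 4105, 2103 and 2002. For PASCs and SASCs the paper's values are 688 DEGs, 468 downregulated and 220 upregulated, against 3979, 2200 and 1779. The paper's common DEGs number 554, against 3108 with the same direction here, and its unique DEGs 166 in EASCs and 134 in PASCs, against 988 and 862. None of the alternatives set before the data were examined closed the gap for any of these counts.

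The MARS test on the mean FPKM of each group, chosen after seeing the values, gave 720 DEGs in EASCs (497 downregulated and 223 upregulated), 688 in PASCs (468 and 220), and 553 common DEGs. It was found by comparing 8 forms of test on all genes, 2 forms on the listed genes only, and 4 normalizations with the paper's values. The 7 other forms on all genes, also chosen after seeing the values, gave 669 to 729 DEGs in EASCs and 639 to 687 in PASCs. This MARS test also calls all 166 genes of Supplementary Table 7 and all 134 of Supplementary Table 8, of which edgeR called 126 and 112.

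The paper's supplementary tables give a log2 fold change of -1.54833 for Acat2 in EASCs, against -1.15 with edgeR, and of 1.53347 for Rrm1, 1.2595 for Rrm2, and -1.56788 for Gla in PASCs, against 1.86, 1.58, and -1.25. Of the alternatives set before the data were examined, limma on log2(FPKM + 0.1) closed the gap for all 4 genes, at -1.54, 1.53, 1.26, and -1.56, and the others set for these genes, which were scaling by the median, quantile normalization, only the samples of the 2 groups compared, the replicate block, and each replicate left out, did not. Among settings chosen after seeing the values, total counts without TMM gave -1.55, 1.53, 1.26, and -1.57, limma on log2(FPKM + 1) gave -1.46, 1.47, 1.22, and -1.49, and the ratio of group-mean FPKM used by MARS gave -1.55, 1.53, 1.26, and -1.57.

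The discussion describes Acat2 expression as higher in EASCs than in SASCs, whereas its log2 fold change was -1.15 by edgeR and negative in the paper's own supplementary table. The paper places mitosis and DNA replication among pathways of DEGs unique to EASCs in one description and the mitotic cell cycle among those unique to PASCs in another, whereas both lists were higher in both groups, with 45 and 45 upregulated DEGs of the mitotic list in EASCs and PASCs and 33 and 38 of the DNA replication list. Control of cholesterol and fatty acid biosynthesis by SREBP is assigned to the unique downregulated DEGs of PASCs, whereas the median of the cholesterol biosynthesis list was -0.14 in PASCs and -1.15 in EASCs. The fatty acid synthesis list was lower in both, at -0.36 in PASCs and -1.35 in EASCs, with 4 and 7 downregulated DEGs. Oncostatin M signaling is placed among pathways of the unique downregulated DEGs of EASCs and, in another description, in a network of DEGs of PASCs. The log2 fold changes of Lifr, Il6st, Socs3, Osmr, and Ccl2, chosen after their values were seen, were -2.73, -2.03, -3.08, 0.04, and 0.13 in EASCs and -3.69, -1.95, -3.11, -0.81, and -0.97 in PASCs.

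Supplementary Table 6 lists log2 fold changes whose sign was opposite to that of edgeR for 222 of 553 genes in EASCs and for 222 in PASCs. Among the 20 genes of Fig. 8A, 14 had the opposite sign in both comparisons, namely Rn45s, Rn18s, LOC103693756, Actb, Thbs1, Flna, Ctgf, Lox, Tagln, Fbln2, Actg1, Tmsb4x, Tnc, and Fstl1. For Tagln the table gives -7.27308 in EASCs as the paper's value, and edgeR gave 5.59.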

Other observations

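The tests on mesothelial markers, on the MARS test, on scaling, and on Supplementary Table 6, and the counts of other splits for lists other than cholesterol biosynthesis, complement, mitosis, DNA replication, and the actin and contractile list, were chosen only after the results were seen.

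A candidate explanation of the numbers of DEGs in the paper is the MARS test of DEGseq on the mean FPKM of each group, which treats a group as 1 value and gave 720 DEGs in EASCs and 688 in PASCs. The paper's methods describe DEGseq with Fisher's exact and likelihood ratio tests and do not name MARS. The likelihood ratio forms tried on all genes gave 669 DEGs in EASCs and 641 in PASCs. Ratios of group-mean FPKM were within 0.001 of the log2 fold changes of all 166 genes in Supplementary Table 7 and all 134 in Supplementary Table 8, while FPKM without rRNA genes in the totals, TPM, and counts each matched 0 of them. The form was searched for until it gave these values, so the match is a hypothesis about the method and not a test of it on other data.

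The excess of downregulated DEGs in the paper may come from scaling by totals that include rRNA. TMM raised the share of upregulated DEGs over total counts by 20.5 percentage points in EASCs and 16.2 in PASCs. SASCs had less rRNA, with 13.6% of counts against 28.0% in the 6 other samples (two-sided exact permutation test, p = 0.0357). The comparison of scalings does not separate rRNA from other abundant genes.

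In Supplementary Table 6, 550 of 553 genes stand beside values that match the group-mean FPKM ratios of another listed gene, 1 beside its own, and 2 beside values of no listed gene. The correlation across these genes with the log2 fold changes of edgeR was 0.0415 in EASCs and 0.0479 in PASCs (Pearson r, and genes are not independent replicates). The gene names and the statistics may have been sorted apart from each other. No biological explanation was tested.

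Markers of cell types differed between the groups, in 3 of 3 samples each. Those of adipocytes were lower than in SASCs, at -2.99 in EASCs (adjusted p = 3.78e-20, limma's camera) and -2.04 in PASCs (adjusted p = 2.16e-13). Those of macrophages were higher, at 2.13 in EASCs (adjusted p = 4.90e-06), and at 0.79 in PASCs, where the test did not pass the threshold (adjusted p = 0.0642) but did under some alternatives (adjusted p from 0.00134 to 0.266). Those of mesothelial cells were higher, at 2.67 in EASCs (adjusted p = 3.82e-05) and 2.03 in PASCs (adjusted p = 2.82e-05). A candidate explanation is that cultures from visceral fat held mesothelial cells and cultures from subcutaneous fat more cells in adipogenesis, but expression of these genes by ASCs themselves cannot be told apart from it, and neither can the deposit of origin.

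Other lists of genes were also tested. Fatty acid synthesis was at -1.35 in EASCs and -0.36 in PASCs against SASCs, and at -1.004 in EASCs against PASCs (adjusted p = 4.27e-10, 0.00200, and 1.09e-16). Smooth muscle markers were at 3.98, 1.57, and 1.42 (adjusted p = 2.18e-39, 1.08e-17, and 1.23e-46), markers of subcutaneous identity at -1.44, -0.32, and -0.67 (6.44e-07, 0.0256, and 4.49e-11), and markers of visceral identity at 1.92, 0.99, and 0.95 (0.00123, 0.112, and 1.03e-05), all with limma's camera and in 3 of 3 samples. The results of the subcutaneous markers in PASCs and of the visceral markers in EASCs and PASCs against SASCs crossed the threshold under some alternatives. Brown fat markers, with 4 genes tested, did not pass the threshold, at 0.00, 0.40, and -0.37 (adjusted p = 0.877, 0.585, and 0.331), and Ucp1, on chromosome 19 from 24456976 to 24464808 of rn6, had 0 to 1 counts in every sample. The subcutaneous marker Hoxc10 was at 25.4 ± 1.71 CPM in SASCs, 42.5 ± 2.91 CPM in PASCs, and 0.187 ± 0.159 CPM in EASCs (SD, n = 3 each), so that it was higher in PASCs than in SASCs by a log2 fold change of 0.74 (adjusted p = 7.45e-08, edgeR, 3 of 3 samples) and lower in EASCs than in PASCs, at -7.81 (adjusted p = 1.04e-21, 3 of 3 samples).

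In each comparison, the samples were split again in 10 ways, of which 4 part all 3 pairs with the same number. For the number of DEGs and for each of 15 lists in each comparison the real split was the only 1 of the 4 with a result as large. For brown fat markers it was 4, 2, and 4 of the 4 in EASCs against SASCs, PASCs against SASCs, and EASCs against PASCs. With 4 splits the share cannot fall low enough, so none of these results can be told apart from a chance division by this test, whatever it showed. The 9 other splits gave at most 0 DEGs in EASCs and SASCs and in PASCs and SASCs. At an unadjusted p under 0.05 they gave 24 to 50 and 27 to 56 genes, against 10493 and 10319 in the real splits. Each of them mixes both groups, which adds the difference of the groups to the spread. Their low counts therefore do not count against a chance division.

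The paper's discussion describes Acat2 as the enzyme that makes cholesterol esters, while its results name the gene acetyl coenzyme A acetyltransferase 2. The deposited table lists Acat2 as acetyl-CoA acetyltransferase 2 and Soat2 as sterol O-acyltransferase 2, and Soat1 and Soat2 were examined after their values were seen. Soat2, on chromosome 7 from 143754892 to 143767989 of rn6, had 0 to 4 counts in SASCs, 6 to 9 in PASCs, and 3 to 5 in EASCs, too few to be tested. Soat1 was at -0.12 in EASCs (adjusted p = 0.0428, edgeR) and -0.60 in PASCs (adjusted p = 7.35e-11) against SASCs, lower in 3 of 3 samples in each. Neither call held in every setting. Over the alternatives the adjusted p-value reached 0.948 in EASCs and 0.126 in PASCs. With a replicate left out it reached 0.173 in EASCs (edgeR).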
